# Role of activating transcription factor 4 in the hepatic response to amino acid depletion by asparaginase

**DOI:** 10.1038/s41598-017-01041-7

**Published:** 2017-04-28

**Authors:** Rana J. T. Al-Baghdadi, Inna A. Nikonorova, Emily T. Mirek, Yongping Wang, Jinhee Park, William J. Belden, Ronald C. Wek, Tracy G. Anthony

## Abstract

The anti-leukemic agent asparaginase activates the integrated stress response (ISR) kinase GCN2 and inhibits signaling *via* mechanistic target of rapamycin complex 1 (mTORC1). The study objective was to investigate the protective role of activating transcription factor 4 (ATF4) in controlling the hepatic transcriptome and mediating GCN2-mTORC1 signaling during asparaginase. We compared global gene expression patterns in livers from wildtype, *Gcn2* ^−/−^, and *Atf4* ^−/−^ mice treated with asparaginase or excipient and further explored selected responses in livers from *Atf4* ^+/−^ mice. Here, we show that ATF4 controls a hepatic gene expression profile that overlaps with GCN2 but is not required for downregulation of mTORC1 during asparaginase. Ingenuity pathway analysis indicates GCN2 independently influences inflammation-mediated hepatic processes whereas ATF4 uniquely associates with cholesterol metabolism and endoplasmic reticulum (ER) stress. Livers from *Atf4* ^−/−^ or *Atf4* ^+/−^ mice displayed an amplification of the amino acid response and ER stress response transcriptional signatures. In contrast, reduction in hepatic mTORC1 signaling was retained in *Atf4* ^−/−^ mice treated with asparaginase. *Conclusions*: GCN2 and ATF4 serve complementary roles in the hepatic response to asparaginase. GCN2 functions to limit inflammation and mTORC1 signaling whereas ATF4 serves to limit the amino acid response and prevent ER stress during amino acid depletion by asparaginase.

## Introduction

Asparaginase (ASNase) is a chemotherapy agent used to treat acute lymphoblastic leukemia, the most common childhood cancer^1^. Asparaginase induces remission by depleting blood levels of asparagine and glutamine, starving leukemic lymphoblasts of substrates essential for tumor growth^2, 3^. In liver and other tissues, amino acid depletion by asparaginase is sensed by general control nonderepressible 2 (GCN2 or EIF2AK4), a kinase which phosphorylates eukaryotic initiation factor 2 on its alpha subunit^4–6^. Phosphorylation of eIF2 slows the delivery of initiator tRNA to the translation machinery, altering gene-specific translation and promoting synthesis of basic-region leucine zipper DNA binding proteins such as Activating Transcription Factor 4 (ATF4 or CREB2)^7^. Binding of ATF4 to CAAT/enhancer binding protein-ATF response elements in DNA upon amino acid deprivation activates a homeostatic transcriptional program called the amino acid response (AAR) which regulates nutrient uptake and metabolism, energy and redox homeostasis, and cell cycle control^8, 9^. Animals lacking GCN2 fail to increase eIF2 phosphorylation and induce the AAR in response to asparaginase, and these failures correspond with hepatic inflammation and toxicity, pancreatitis, and immunosuppression leading to terminal morbidity^6, 10–12^. To what extent these outcomes are attributed to a lack of ATF4 induction is unknown.

A family of eIF2 kinases instigates eIF2 phosphorylation under diverse stress conditions. The integration of this information at the level of eIF2 is described as the integrated stress response (ISR)^13^ and results in ATF4 synthesis. Upon endoplasmic reticulum stress, phosphorylation of eIF2 by protein kinase R-like ER-resident (PERK or EIF2AK3) leads to ATF4 synthesis and in combination with the actions of activating transcription factor 6 (ATF6) and inositol requiring element 1 reduces the client load and increases chaperone mediated recovery processes as part of the unfolded protein response (UPR)^14–17^. It is suggested that during ER stress, the cellular choice between adaptation versus apoptosis depends on the extent and duration of ATF4 expression and its target gene C/EBP Homologous Protein (CHOP or DDIT3/GADD153)^18, 19^. While the canonical ISR positions ATF4 at a key point in tailoring the resulting transcriptional signatures to ER stress^18, 20^, little is known concerning the global contribution of ATF4 to guiding the transcriptional AAR following amino acid depletion *in vivo*.

Changes in amino acid sufficiency are sensed by mammalian target of rapamycin complex 1 (mTORC1), a regulator complex located at the lysosomal surface^21^. Phosphorylation of mTORC1 and its substrates, ribosomal protein S6 kinase (S6K1) and eIF4E-binding protein 1 (4E-BP1), drive changes in hepatic translational efficiency and ribosomal capacity in response to dietary amino acid supply^22^. Amino acid deficiency *via* asparaginase treatment also inhibits hepatic mTORC1 signaling; however, mTORC1 is activated in the livers of *Gcn2* ^−/−^ mice, leading to hyperphosphorylation of S6K1 and 4E-BP1^5^. Several studies suggest that transcriptional induction of Sestrin2 by ATF4 coordinates mTORC1 inhibition during nutrient deprivation^23–25^. Thus, repression of mTORC1 during asparaginase treatment may also be under the control of ATF4.

Previous studies by our lab and others indicate that GCN2 serves to protect the liver during asparaginase treatment^6, 10–12^ and chronic liver injury by carbon tetrachloride^26^. Based on this scientific premise, our objective was to determine the role of ATF4 in mediating hepatic AAR activation, reduced mTORC1 signaling and liver protection during asparaginase. To address this objective, we administered asparaginase to mice lacking *Gcn2* or *Atf4* and performed RNA sequencing (RNA-Seq) to measure global gene expression changes caused by the treatment. Ingenuity pathway analysis of the differential hepatic gene expression revealed that GCN2 plays a major role in inflammation-mediated regulation of hepatic processes whereas ATF4 regulates cholesterol metabolism and signaling via eIF2, eIF4 and ER stress. Together the GCN2-ATF4 axis was implicated in cytochrome P450-mediated reactions and cytoplasmic nuclear receptor activation. Selected hepatic responses to asparaginase were further evaluated in these mice plus those with heterozygous *Atf4* deletion to assess haploinsufficiency. These experiments further showed that 1) total or partial loss of ATF4 amplifies the AAR during chronic amino acid depletion, leading to induction of ER stress, 2) GCN2, but not ATF4, influences mTORC1 activity during amino acid depletion by asparaginase and 3) asparaginase-induced increases in Sestrin2 expression and phosphorylation do not require GCN2 or ATF4. These findings substantially advance our understanding of the role of GCN2 versus ATF4 in the hepatoprotective responses to amino acid depletion and provide new insight into the mechanisms by which asparaginase causes adverse metabolic events.

## Results

### Whole body responses to asparaginase in *Atf4*^−*/*−^ mice differ from *Gcn2*^−*/*−^ mice

We sought to understand the role of ATF4 relative to GCN2 in hepatoprotective responses to asparaginase treatment. To accomplish this and to capture both the acute as well as the auxiliary stress responses to asparaginase, we injected asparaginase (3 IU/g) into WT, *Gcn2* ^−/−^, and *Atf4* ^−/−^ mice once daily for 8 d using phosphate buffered saline (PBS) as a control. We chose this time point based on our previous studies which show that a single injection of asparaginase alters hepatic signaling and transcriptional responses in WT and *Gcn2* ^−/−^ mice similar to multiple injections^5, 10, 11^. Before treatment commenced, *Atf4* ^−/−^ mice had significantly less fat mass than WT and *Gcn2* ^−/−^ mice (Supplementary Fig. S1), in agreement with the observation that *Atf4* ^−/−^ mice are leaner than *Atf4* ^+/+^ mice^27^. Following asparaginase treatment, WT mice experienced minimal change in body weight and body composition, but *Atf4* ^−/−^ and *Gcn2* ^−/−^ mice both lost body weight and body fat (Supplementary Fig. S1). Compared to WT mice, asparaginase increased liver and pancreas mass and reduced spleen mass in *Gcn2* ^−/−^ mice (Fig. 1) in accordance with our previous findings^6, 10, 12, 27^. None of these asparaginase-associated effects in *Gcn2* ^−/−^ mice were observed in *Atf4* ^−/−^ mice; instead, *Atf4* ^−/−^ organ/tissue masses did not significantly change following asparaginase treatment.

**Figure 1:**
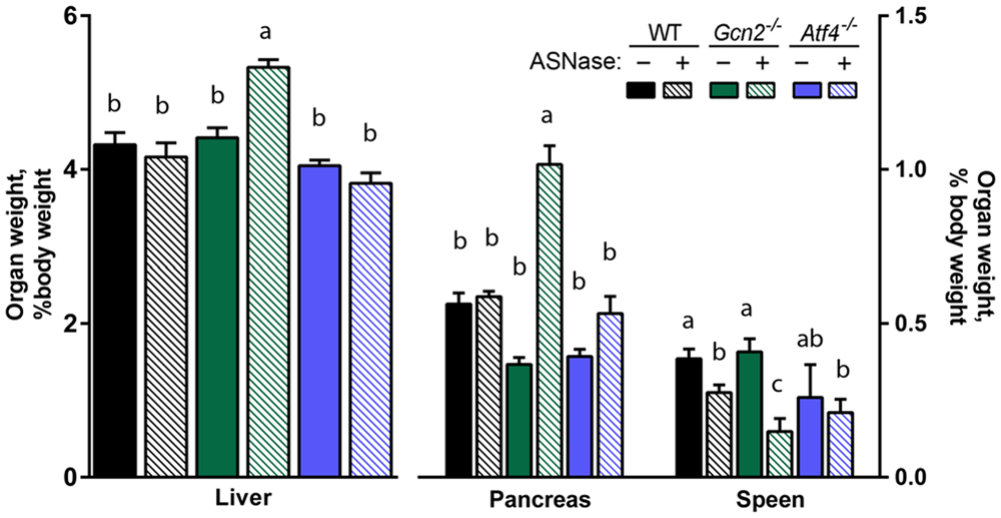
Percent weight change of liver, pancreas, and spleen relative to body weight following 8 daily injections of asparaginase (3 IU per gram body weight, ASNase) or phosphate buffered saline excipient (PBS) in wild type mice (WT) or mice deleted for *Gcn2* (*Gcn2* ^−/−^) or *Atf4* (*Atf4* ^−/−^). Data are represented as the average value ± standard error of the mean, n = 4–6 animals per group. Means not sharing a letter are different according to Tukey post hoc analysis following ANOVA, P < 0.05.

### ATF4 and GCN2 control overlapping patterns of hepatic gene expression in response to asparaginase

To further define the role of ATF4 and GCN2 in liver in response to asparaginase, we performed transcriptional profiling of poly-A mRNA via massively parallel sequencing of cDNA (RNA-seq). To accomplish this, total RNA was extracted from liver of WT, *Gcn2* ^−/−^ and *Atf4* ^−/−^ mice treated with asparaginase or PBS excipient. 

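Asparaginase is an enzyme drug that breaks down asparagine and, to a smaller degree, glutamine in the blood. GCN2, encoded by *Eif2ak4*, phosphorylates eIF2 when amino acids are scarce, and ATF4 is a transcription factor of which more is then translated. The RNA-Seq samples were 18 livers in 6 groups of 3: WT, *Gcn2*-/- and *Atf4*-/- mice given PBS or ASNase. ASNase was given as 8 daily injections of 3 IU per gram body weight. Livers were collected about 8 h after the last injection by the paper and 7.5 h by the sample labels. The mice were 8 to 12 weeks old by the paper and 8 to 16 weeks by the labels. By the labels, 1 of 3 mice was male in the WT PBS group and in both *Gcn2*-/- groups, and 2 of 3 were male in the WT ASNase group and in both *Atf4*-/- groups. The authors aligned the reads to mm10 with TopHat and Bowtie, assembled transcripts with Cufflinks and Cuffmerge, and estimated FPKM with Cuffdiff. The deposited table lists 37303 genes, each with 1 FPKM value per group, which Cuffdiff estimated from the 3 libraries of the group together, a lower and an upper bound, and a status. It holds no value of a single library. Values are therefore given with no SD or n, a difference between groups has no replicate check, and no p-value was computed. The bounds of Cuffdiff were used as the error of each value. Among genes with FPKM over 3, the median distance from the value to the edge of its interval was between 51.3% of the value (*Gcn2*-/- PBS) and 54.2% (*Atf4*-/- ASNase). Differences between groups were taken as log2(FPKM + 0.1), a scale that understates the change of low genes. A gene was called changed between 2 groups when both values had the status OK and were above 0, FPKM was over 3 in either group, the absolute log2 difference was over 1.5, and the intervals did not overlap. The FPKM and fold limits are those of the paper. The condition on the intervals stands in place of its q value, which was not used here. Intervals that overlap do not show that a difference is absent. A gene list was described by its median log2 difference and the percentile of that median among 10000 random lists of the same size matched on mean expression. Gene positions are those of GENCODE release 21 on GRCm38 (mm10), matched by Ensembl identifier. Cuffdiff gave no estimate for 45 genes in at least 1 group, among them *Alb*, the albumin gene, which is listed at 0 in every group.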

After RNA-Seq, we examined data quality by examining the percentages of mapped reads and evaluated fragments per kilobase of transcript per million mapped reads (FPKM) values for isoforms, transcripts and annotated genes (Supplementary Table S1). 

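By Table S1 of the paper, the libraries held between 32819600 and 38876037 reads in the WT PBS group (median 34805250) and between 36113053 and 41524626 in WT ASNase (39539927). The *Gcn2*-/- libraries held 34673607 to 38346900 under PBS (36683796) and 32430908 to 35564155 after ASNase (33266075), and the *Atf4*-/- libraries 38721303 to 41066020 under PBS (39172739) and 36547497 to 43122273 after ASNase (43068901). The median over the 18 libraries was 37515348 by the paper's values. The deposited values are scaled for depth by Cuffdiff and do not hold the reads per gene. The number of genes with FPKM over 1 was 11335 in WT PBS, 11608 in WT ASNase, 11114 in *Gcn2*-/- PBS, 11285 in *Gcn2*-/- ASNase, 11379 in *Atf4*-/- PBS and 11310 in *Atf4*-/- ASNase. The 10 genes with the highest FPKM held 26.1% and 22.9% of the summed FPKM in the WT PBS and ASNase groups, 28.4% and 26.4% in the *Gcn2*-/- groups, and 23.2% and 32.3% in the *Atf4*-/- groups. A value listed at 0 for want of an estimate counted as 0 in these shares. *mt-Atp8* had 41742.8 FPKM in *Atf4*-/- ASNase livers and no estimate in any other group, so the shares are not comparable between groups. Over all groups, 160 values had a status other than OK, and 153 of these are listed at 0.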

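*Eif2ak4* (ENSMUSG00000005102), the gene of GCN2, lies on chromosome 2 from 118388618 to 118475234. Its FPKM was 3.04 in WT PBS and 2.39 in WT ASNase livers, 2.31 and 2.96 in *Gcn2*-/- livers, and 2.19 and 3.14 in *Atf4*-/- livers. The log2 difference between *Gcn2*-/- and WT livers under PBS was −0.38, and the intervals overlapped, 1.05 to 3.57 against 0.268 to 5.82. The summed FPKM of the gene thus did not separate the *Gcn2*-/- groups from the others. *Atf4* (ENSMUSG00000042406) lies on chromosome 15 from 80255184 to 80257541. Its FPKM was 50.4 and 63.1 in WT livers given PBS and ASNase, 60.0 and 68.1 in *Gcn2*-/- livers, and 32.3 and 29.3 in *Atf4*-/- livers, lower in both *Atf4*-/- groups than in the other 4. The difference between *Atf4*-/- and WT livers under PBS was −0.64, with intervals that overlapped (19.1 to 45.5 against 29.7 to 71.1). A gene-level FPKM covers all exons together, so it does not show which exons carried reads, and the groups are named by their labels.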

Next, we confirmed the *Gcn2* ^−/−^ and *Atf4* ^−/−^ deletions at the genome level (Supplementary Fig. S1). 

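Each of the 15 pairs of groups was compared by the rule for called genes. Apart from the basal comparisons of each knockout with WT and the ASNase comparison within each strain, 88 genes differed between *Atf4*-/- PBS and *Gcn2*-/- PBS, 123 between *Gcn2*-/- PBS and WT ASNase, and 155 between *Atf4*-/- PBS and WT ASNase. With *Gcn2*-/- ASNase livers, 278 genes differed from *Atf4*-/- PBS, 298 from *Atf4*-/- ASNase, 362 from WT PBS and 416 from WT ASNase. With *Atf4*-/- ASNase livers, 790 differed from WT ASNase, 801 from *Gcn2*-/- PBS and 832 from WT PBS.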

We also assessed the degree of global changes in gene expression among the samples visualized as cross-comparison Volcano plots (Supplementary Fig. S3). Furthermore, Principle Component Analysis indicated that transcriptional profiles from the livers of asparaginase-treated *Atf4* ^−/−^ and *Gcn2* ^−/−^ mice were quite different from the other treatment groups (Supplementary Fig. S3).

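A principal component analysis of the 6 group values, on log2(FPKM + 0.1) of the 10172 genes with FPKM over 3 in at least 1 group and an estimate in all, put 40.5% of the variance on the first component and 24.7% on the second. The scores on the first component were 105 for *Atf4*-/- ASNase and 28.2 for *Gcn2*-/- ASNase, against −25.6 for *Atf4*-/- PBS, −32.2 for *Gcn2*-/- PBS, −32.4 for WT ASNase and −42.7 for WT PBS. On the second component *Gcn2*-/- ASNase was lowest at −57.2 and WT ASNase highest at 66.3. The Euclidean distance between PBS and ASNase over the same genes was 99.5 in WT, 113 in *Gcn2*-/- and 148 in *Atf4*-/-, so the shift was 1.14 times that of WT in *Gcn2*-/- and 1.49 times in *Atf4*-/-. With a pseudocount of 1, the setting that moved these ratios most, they were 1.32 and 1.74. The distances of *Gcn2*-/- PBS and *Atf4*-/- PBS from WT PBS were 104 and 92.1, so the WT shift after ASNase was about as large as the distance between strains under PBS. With 1 value per group, the spread between mice is not part of these distances.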

A comparative examination of PBS-injected mice by Venn analysis showed many hepatic genes required *Gcn2* and/or *Atf4* for basal expression (Fig. 2a; Supplementary Table S2). 

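Under PBS, 93 of 8920 eligible genes were called changed in *Gcn2*-/- compared with WT livers, 35 higher and 58 lower, and 101 of 9039 in *Atf4*-/- livers, 32 higher and 69 lower. With genes listed at 0 in 1 group included, as in the rule first written, before the counts were seen, they were 192 and 182. This alternative moved these counts most. Between simulated unchanged groups with noise as wide as the intervals and intervals that scale with the value, the rule called a median of 75 and at most 108 genes in 100 simulations. When each gene kept 1 width of interval, it called at most 42. Among the called genes, the largest rise of a protein-coding gene in *Gcn2*-/- livers was that of *Saa3* (ENSMUSG00000040026; chromosome 7 from 46711998 to 46715700), from 17.7 FPKM (8.00 to 27.4) to 876 (57.6 to 1694), a log2 difference of 5.62. The largest falls among them were −9.78 for *Mb* (chromosome 15 from 77015487 to 77050670), −9.55 for *Tnnc2* (chromosome 2 from 164777161 to 164779967) and −9.29 for *Ckm* (chromosome 7 from 19404776 to 19422841), all genes of striated muscle. In *Atf4*-/- livers *Cyp3a16* (ENSMUSG00000038656; chromosome 5 from 145436309 to 145469723) rose from 0.322 to 72.2 FPKM, a difference of 7.42. *Cyp2a22* (chromosome 7 from 26931631 to 26939384) fell from 17.7 to 0.550 (−4.77). *Sftpc* (chromosome 14 from 70520949 to 70524081), a gene of lung epithelium, fell from 23.1 to 0.0201 (−7.59). *Cyp3a16* and *Cyp2a22* have close paralogs between which reads could be split. The other largest changes of called genes belonged to short or repeated transcripts whose reads the mapping could assign to more than 1 copy: *Rps13-ps1* (6.33) and *SNORA9* (5.65) in *Gcn2*-/- livers, and the processed pseudogenes *Gm8730* (8.82), *AL807777.1* (7.84) and *Gm5560* (−8.33) in *Atf4*-/- livers. The *Atf4*-/- PBS group also had 1 more male than the WT PBS group.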

We found 128 genes were expressed differently upon *Gcn2* deletion whereas deletion of *Atf4* changed basal expression of 145 genes compared to WT. Among these, 65 genes were altered in both *Gcn2* ^−/−^ and *Atf4* ^−/−^ mice (category B). 

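By the rule for called genes, 51 genes changed basally in both *Gcn2*-/- and *Atf4*-/- livers, of which 50 changed in the same direction, 8 higher and 42 lower. Table S2 of the paper lists 32 of them in category B. Both comparisons use the WT PBS group, so its chance values are shared. In 100 simulations of 2 unchanged groups against those WT PBS values, at most 5 genes were shared in the same direction, with a median of 1.5, when each gene kept 1 width of interval, and at most 32, with a median of 21, when the interval scaled with the value. Pearson's r between the 2 sets of basal log2 differences was 0.48 across 8814 genes, which are not independent replicates, against a simulated median of 0.50, so the correlation was no larger than the shared group gives. Of the 51 genes, 32 follow the levels of a list of skeletal muscle genes across the 6 groups (correlation over 0.95), and 8 of the 32 are genes of that list.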

Ingenuity pathway analyses of these gene categories (Fig. 2b; Supplementary Table S3) indicated that loss of either *Gcn2* or *Atf4* resulted in basal changes in the expression of genes involved in calcium and protein kinase A signaling, chemokine receptor 4 (CXCR4) signaling, glycolysis and gluconeogenesis, creatine phosphate biosynthesis, retinoid acid receptor (RXR) signaling and function, bile acid biosynthesis and acute phase response signaling. 

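The genes of each pathway were taken from Table S3, whose names were matched to mouse genes without regard to case. The study picked these genes from the same libraries, so their medians describe them and are not independent evidence. A value listed at 0 entered a list's median as the log2 of 0.1. The 12 genes of calcium and protein kinase A signaling were all lower in both knockouts, with median log2 differences of −5.05 in *Gcn2*-/- and −3.40 in *Atf4*-/- livers, below all 10000 matched random lists in each case. They are genes such as *Myl2*, *Tnnt3*, *Casq1* and *Atp2a1*, which encode parts of the contractile and calcium-handling apparatus of muscle. Of the 5 genes of CXCR4 signaling, 3 were higher and 2 lower in each knockout. *Egr1* rose from 3.34 FPKM in WT to 11.2 and 13.1, *Fos* from 1.1 to 3.44 and 3.12, and *Rhod* from 14.1 to 103 and 81.5. The intervals of *Fos* overlapped those of WT, and those of *Egr1* and *Rhod* did not. The 3 genes of glycolysis and gluconeogenesis, *Eno3*, *Ldhb* and *Pgam2*, were lower in both, with medians of −2.94 and −1.80. *Ckmt2*, the gene of creatine phosphate biosynthesis, had 25.0 FPKM in WT and 2.46 in *Atf4*-/- livers and is listed at 0 in *Gcn2*-/- livers. *Cyp8b1*, the gene of bile acid biosynthesis, fell from 201 to 58.2 and 56.3 FPKM, with separate intervals in both comparisons. Of the 8 acute phase genes matched, 5 were higher in both knockouts: *Fos* and *Rhod*, *Lcn2*, which went from 10.1 FPKM in WT to 472 and 151, *Hp* from 1214 to 3656 and 3781, and *Saa1* from 70.9 to 3784 and 3622. Of the last 3, only *Lcn2* in *Atf4*-/- livers had separate intervals. The other 3, *Mylpf*, *Myl2* and *Myh4*, are genes of muscle and were lower in both. A list of skeletal muscle genes contains some of these pathway genes, such as *Myh4*, *Tnnt3* and *Eno3*. The median FPKM of its 15 genes was 53.99 in WT PBS and 83.0 in WT ASNase livers, 0.0328 and 0.123 in *Gcn2*-/- livers, and 5.65 and 10.6 in *Atf4*-/- livers. Of the genes that Table S2 lists, 34 of 65 in category B, 16 of 80 in category C and 4 of 63 in category A follow this list across the 6 groups, and 8, 5 and 0 of these are genes of the list itself.

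**Figure D1:**
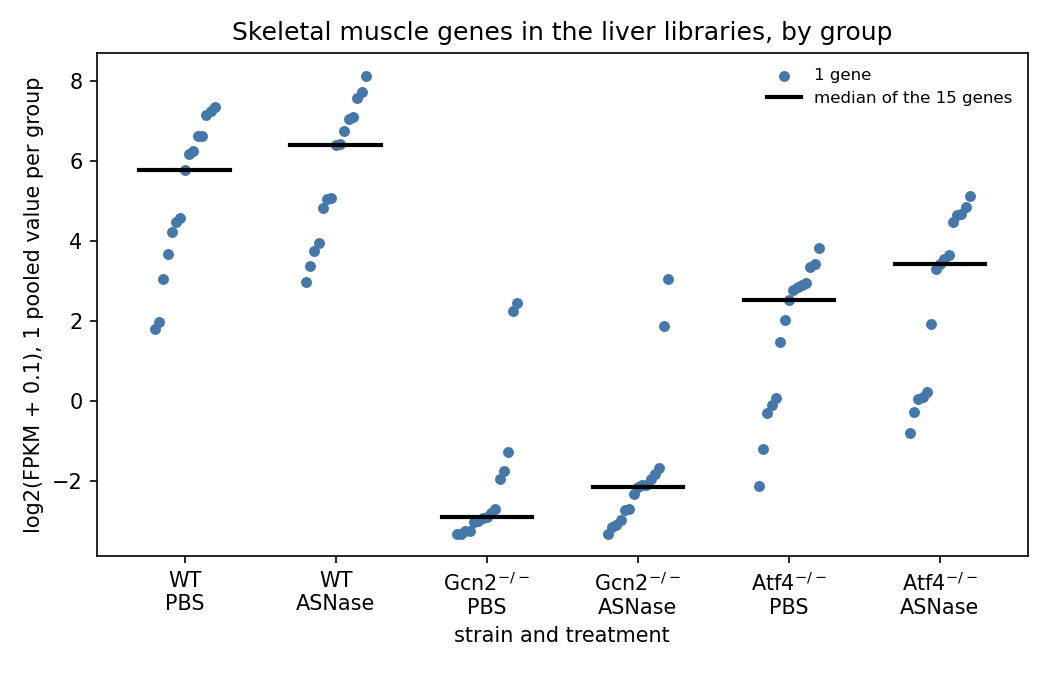
log2(FPKM + 0.1) of the 15 genes of the skeletal muscle list (y axis) in the 6 groups of livers (x axis); each point is a gene and each bar the median of the 15. The medians correspond to 53.99 FPKM in WT PBS, 0.0328 in *Gcn2*-/- PBS and 5.65 in *Atf4*-/- PBS livers.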

Loss of GCN2 in basal state uniquely affected p38 MAPK signaling, steroid hormone biosynthesis, and growth arrest and DNA damage 45 (GADD45) signaling in liver. 

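Among the Table S3 genes of category A, the p38 MAPK genes went in both directions in *Gcn2*-/- livers under PBS. *Il1rn* was 7.94 FPKM against 2.17 in WT, a log2 difference of 1.82. *Pla2g4b* was 0.298 against 3.09 (−3.00), and *Hspb1* 4.16 against 12.8 (−1.60). The intervals were separate for *Pla2g4b* and overlapped for *Il1rn* and *Hspb1*. Of the genes of steroid hormone biosynthesis, *Cyp26a1* fell from 15.7 to 1.30 FPKM (−3.51) with separate intervals, *Socs2* rose from 6.61 to 35.7 (2.42) and *Onecut1* from 3.81 to 14.0 (1.85), both with overlapping intervals, and *Hsd3b4* is listed at 0 in both groups. *Gadd45a* (ENSMUSG00000036390; chromosome 6 from 67035096 to 67037457) was 7.33 FPKM (2.98 to 11.7) against 1.79 (0.30 to 3.28) in WT, a difference of 1.98 with intervals that overlapped. In *Atf4*-/- livers under PBS its FPKM was 3.58. With the combined interval, chosen after seeing the data, the differences of *Il1rn*, *Hspb1*, *Socs2* and *Gadd45a* exceeded their error, and after median-ratio scaling the intervals of *Hspb1* were separate.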

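Under PBS, the 4 genes that Table S3 lists for oxidative phosphorylation in category C were all lower in *Atf4*-/- than in WT livers, with a median log2 difference of −2.67, below all 10000 matched random lists. *Cox6a2* fell from 18.7 to 1.59 FPKM (−3.48), *Cox8b* from 30.0 to 3.40 (−3.10) and *Cox7a1* from 36.4 to 7.63 (−2.24), with separate intervals. *Acss2* fell from 121 to 41.4 (−1.54) with overlapping intervals. The same 4 genes were lower in *Gcn2*-/- than in WT livers, with a median of −4.05, and *Cox6a2* and *Cox8b* were at 0.0284 and 0.191 FPKM there, also with separate intervals. *Acss2* differed by only −0.58 there. Like the skeletal muscle list, *Cox6a2* and *Cox8b* were highest in WT PBS and lowest in *Gcn2*-/- PBS livers, so their falls cannot be told apart from that signal. Most cytochrome P450 names of category C are those of human genes without a mouse gene of that name, and no list of them was tested. Among the RXR genes, *Il1r1* rose from 6.09 to 17.6 FPKM in *Atf4*-/- livers (1.52) and *Fabp5* fell from 102 to 32.6 (−1.64), both with separate intervals.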

Loss of ATF4 in basal state uniquely affected cytochrome P450-mediated processes and oxidative phosphorylation. Thus, while the global influence of GCN2 in the non-stressed liver was largely mediated by ATF4, a few key biological processes were unique to each protein. These findings indicate that both GCN2 and ATF4 function to regulate gene expression in the absence of apparent stress and these key components of the ISR serve complementary roles in regulating liver metabolism and signaling.

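Counted by strain, 42 basal genes were called in *Gcn2*-/- livers alone, 26 higher and 16 lower, and 50 in *Atf4*-/- livers alone, 24 higher and 26 lower. That a gene was called in 1 knockout alone does not show that the knockouts differed. Genes whose levels followed the skeletal muscle list made up 35 of the *Gcn2*-/- and 42 of the *Atf4*-/- calls. Without them, an alternative chosen after seeing the data, 58 genes were called in *Gcn2*-/- livers, 59 in *Atf4*-/- livers and 19 in both. Of the 58 genes 35 were higher, and of the 59 genes 32, so the excess of lower calls did not remain. With protein-coding genes only, also chosen after seeing the data, 16 of 69 and 25 of 92 calls were higher. From the genes and pathways changed by both deletions and those changed by only one of them, the paper concludes that the influence of GCN2 in the non-stressed liver was largely mediated by ATF4, with a few processes unique to each protein, and that both regulate gene expression without apparent stress.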

**Figure 2:**
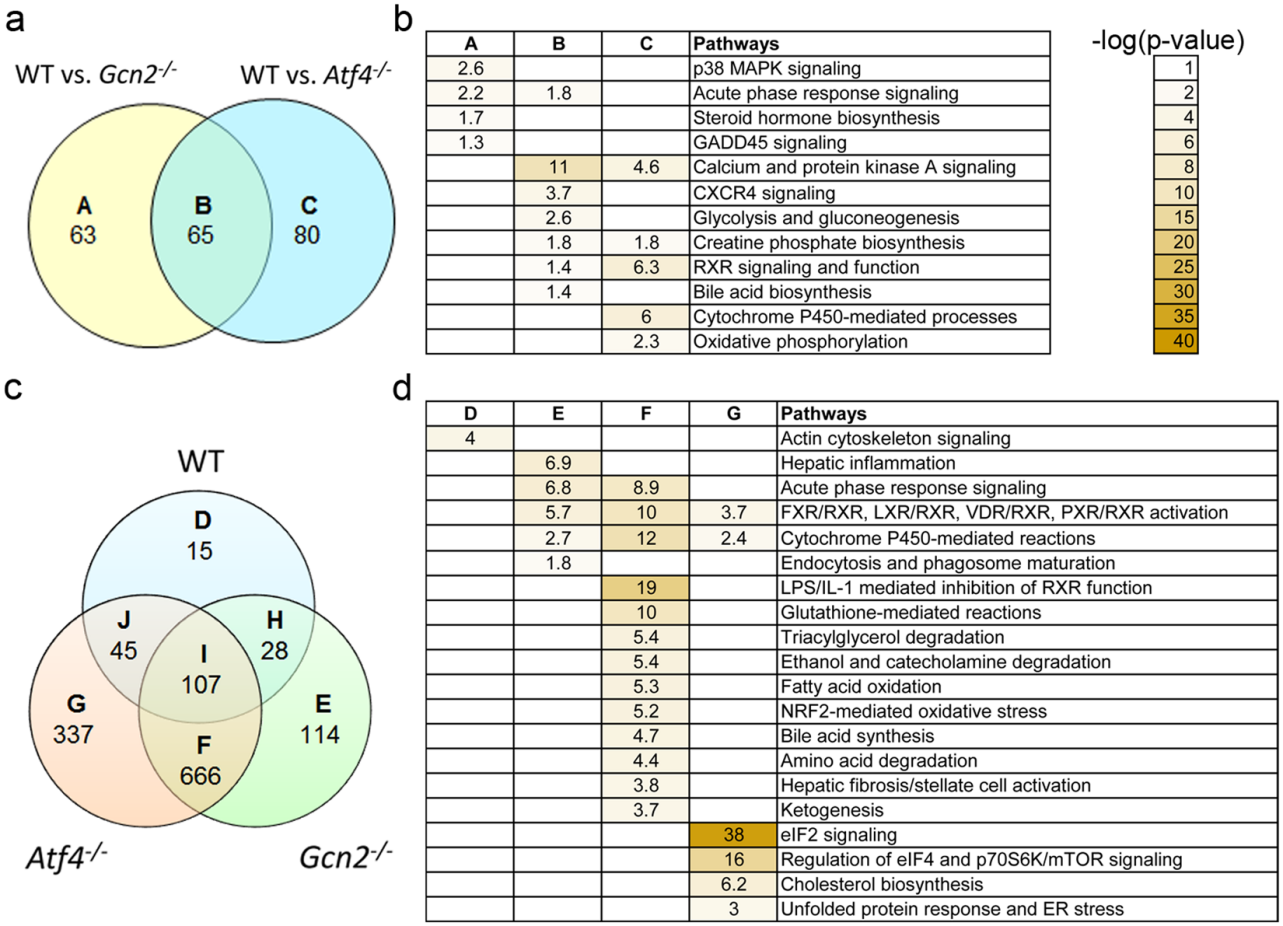
Transcriptional profiling of livers following 8 daily injections of asparaginase (3 IU per gram body weight, ASNase) or phosphate buffered saline excipient (PBS) in wild type mice (WT) or mice deleted for *Gcn2* (*Gcn2* ^−/−^) or *Atf4* (*Atf4* ^−/−^). (**a**) Venn diagram shows the number of hepatic genes altered basally, categorized as unique to *Gcn2* ^−/−^ [A], unique to *Atf4* ^−/−^ [C] or common to deletion of either [B]. (**b**) Overview of the top overrepresented canonical pathways based on gene expression changes in panel a. (**c**) Venn diagram shows ASNase alters the transcriptome differently in WT, *Gcn2* ^−/−^ and *Atf4* ^−/−^ mice, with gene changes clustered as unique to WT [D], unique to *Gcn2* ^−/−^ [E]; unique to *Atf4* ^−/−^ [G]; common to *Gcn2* ^−/−^ and *Atf4* ^−/−^ [F]; common to WT and *Gcn2* ^−/−^ [H]; common to WT and *Atf4* ^−/−^ [J]; and common to all strains [I]. (**d**) Overview of the top overrepresented canonical pathways based on gene expression changes in panel c. Data represent n = 3 per group. All differentially expressed genes were statistically significant at a false discovery rate (q value) < 0.1.

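For each strain, a gene was counted when it was called after ASNase in at least 1 strain and the intervals of its PBS and ASNase values were separate in that strain, whatever its fold there, as Table S2 does with the q value. By this rule 46 genes changed in WT livers alone (category D), 13 in WT and *Gcn2*-/- livers (H), 21 in WT and *Atf4*-/- livers (J) and 7 in all strains (I). Of the category D genes 41 were higher and 5 lower after ASNase.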

We then utilized Venn analysis to identify shared versus unique hepatic gene patterns altered in *Gcn2* ^−/−^ and *Atf4* ^−/−^ mice treated with asparaginase (ASNase versus PBS in each genetic strain) (Fig. 2c, Supplementary Table S2). 

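In WT livers 80 of 9084 eligible genes were called after ASNase, 69 higher and 11 lower, and 87 were counted by the sharing rule, 75 higher and 12 lower. In 1 simulation of an unchanged response the rule called 69 genes with noise as wide as the intervals and 0 with noise as seen between groups. Among the called genes, the largest rises were those of *Krt4* (chromosome 15 from 101918535 to 101924735), from 0.425 to 104 FPKM (log2 difference 7.63), *Mt4* (7.48) and *Krtdap* (chromosome 7 from 30787896 to 30791097), from 0.272 to 62.2 (7.39), genes of squamous epithelium. The largest falls among them were those of *Scgb1a1* (chromosome 19 from 9083636 to 9087958), from 104 to 0.262 FPKM (−8.16), the processed pseudogene *Gm5560* (−8.09), and *Sftpc* (−5.77). *Scgb1a1* and *Sftpc* are genes of lung epithelium, and both were lower in each other group than in WT PBS or listed at 0. The WT ASNase group also had 1 more male than the WT PBS group.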

In WT mice, asparaginase altered expression of 195 genes compared to PBS. Consistent with our Principal Component Analysis, deficiency in either *Gcn2* or *Atf4* promoted much larger asparaginase-induced shifts in gene expression, reflected by increased numbers of genes in *Gcn2* ^−/−^ (915 genes) and *Atf4* ^−/−^ (1,155 genes) categories. 

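After ASNase 340 of 9218 eligible genes were called in *Gcn2*-/- livers, 144 higher and 196 lower, and 699 of 9485 in *Atf4*-/- livers, 260 higher and 439 lower. By the sharing rule the numbers were 370 and 710, which are 4.25 and 8.16 times that of WT. With genes listed at 0 in 1 group included, as in the rule first written, they were 463 and 837 against 192 in WT. The ratios to WT were smaller there. With the fold and FPKM limits alone and no condition on the intervals, an alternative chosen after seeing the data and the one that moved the knockout counts most, 156 genes were counted in WT, 632 in *Gcn2*-/- and 1200 in *Atf4*-/- livers. A gene's response was taken to differ between strains when the difference of its log2 changes was over 1.5 and exceeded the combined error of the 4 values. It differed from WT for 399 of 8650 genes in *Gcn2*-/- livers and for 648 of 8770 in *Atf4*-/- livers, and between the knockouts for 374 of 8911. Among the called genes in *Gcn2*-/- livers, the large rises included those of *Orm3* (chromosome 4 from 63356162 to 63359511; 6.38) and *Cxcl13* (chromosome 5 from 95956951 to 95961068; 6.12), and the largest falls those of *Clec2h* (−6.78), *Cib3* (−6.05) and *Hsd3b5* (chromosome 3 from 98618634 to 98630252; −5.56). Among those in *Atf4*-/- livers, *Ctrb1* (chromosome 8 from 111686519 to 111691010) rose from 0.383 to 176 FPKM (8.51), followed by *Try5* (8.19) and *Pnlip* (8.12), all 3 genes of the exocrine pancreas. *Hsd3b5* fell from 105 to 0.167 (−8.62), *Car3* (chromosome 3 from 14863512 to 14872523) from 639.7 to 2.15 (−8.15) and *A1bg* fell by 7.80 on the log2 scale. From the larger numbers of genes and the principal component analysis, the paper concludes that deficiency in either gene promoted larger shifts in expression after ASNase.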

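By the sharing rule 232 genes changed after ASNase in both *Gcn2*-/- and *Atf4*-/- livers and not in WT livers. They were 62.7% of the genes counted in *Gcn2*-/- livers and 32.7% of those counted in *Atf4*-/- livers. Table S2 of the paper lists 185 of them in category F. With the combined interval in place of separate intervals, chosen after seeing the data, the category held 412 genes.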

Roughly one-half of these gene expression changes were common to loss of *Gcn2* and *Atf4* but not shared with WT (category F). 

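Genes counted after ASNase in *Gcn2*-/- livers alone numbered 118, 77 higher and 41 lower, and Table S2 has 43 of them in category E. In *Atf4*-/- livers alone 450 genes were counted, 168 higher and 282 lower, and Table S2 has 147 of them in category G. That a gene was counted in 1 strain alone does not test a difference between the strains.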

Among the genes altered by asparaginase, 114 genes in *Gcn2* ^−/−^ were not shared with either *Atf4* ^−/−^ or WT (category E) whereas 337 genes altered in *Atf4* ^−/−^ mice were not shared with *Gcn2* ^−/−^ or WT (category G). Ingenuity pathway analysis of these specified gene categories (Fig. 2d; Supplementary Table S3) identified hepatic inflammation, endocytosis and phagosome maturation as altered by *Gcn2* status (category E) whereas loss of *Atf4* influenced signaling via eIF2, eIF4, p70S6K/mTOR, ER stress and the UPR as well as cholesterol biosynthesis (category G). 

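Of the category E lists of Table S3, the 10 hepatic inflammation genes were all higher after ASNase in *Gcn2*-/- livers, with a median log2 change of 1.88, and of these 1 was higher in WT and 4 were higher in *Atf4*-/- livers. The 6 genes of endocytosis and phagosome maturation went in both directions in *Gcn2*-/- livers, 3 higher and 3 lower, with a median of −0.02. Of the category G lists, 40 of 41 genes of eIF2 signaling were higher in *Atf4*-/- livers (median 1.70), and 20 of 21 of eIF4 and p70S6K/mTOR signaling (1.70). These lists consist largely of ribosomal protein genes. Over all 84 ribosomal protein genes with an estimate in every group, 82 were higher after ASNase in *Atf4*-/- livers, and the median change was 1.57, against 0.08 in *Gcn2*-/- and −0.01 in WT livers. The 8 cholesterol biosynthesis genes were all lower in *Atf4*-/- livers, with a median of −1.95, at percentile 0.02 of matched random lists. In *Gcn2*-/- livers 5 of the 8 were higher, with a median of 0.13, while the mean change was −0.06, and 0.11 after quantile normalization. A further 15 genes of cholesterol synthesis that are not in Table S3 had medians of −0.59 in WT, 0.08 in *Gcn2*-/- and −1.31 in *Atf4*-/- livers, where all 15 were lower.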

We also found that a variety of metabolic processes were misaligned in both *Gcn2* ^−/−^ and *Atf4* ^−/−^ mice (category F). For example, genes implicated in cytoplasmic nuclear receptor activation, glutathione-mediated reactions, nuclear factor 2 (NRF2)-mediated oxidative stress, triglyceride, ethanol and amino acid degradation, fatty acid oxidation, acute phase response, cytochrome P450-mediated reactions, bile acid synthesis, and hepatic fibrosis were altered in both *Gcn2* ^−/−^ and *Atf4* ^−/−^ mice. 

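The Table S3 lists of category F were followed in both knockouts, with median log2 changes after ASNase given first for *Gcn2*-/- and then for *Atf4*-/- livers. The 32 genes of cytochrome P450 mediated degradation with a mouse gene of that name changed by −1.55 and −2.09, and 26 of them were lower in each strain. Among the 32, only *Cyp1a2*, *Cyp2c40* and *Cyp2u1* are cytochrome P450 genes. The others are genes such as *Gstm1*, *Aldh3a2* and *Sult2a1*, so the list says little of the P450 genes themselves. The medians were −1.38 and −1.87 for the 26 genes of PXR, FXR and LXR signaling, −1.60 and −2.35 for glutathione-mediated reactions, −1.51 and −1.85 for NRF2-mediated oxidative stress, and −1.47 and −1.99 for LPS and IL-1 mediated inhibition of RXR function. Degradation pathways fell as well: triacylglycerol degradation by medians of −1.33 and −2.13, ethanol and catecholamine degradation −1.36 and −2.58, amino acid degradation −1.64 and −2.06, fatty acid oxidation −1.52 and −2.11, ketogenesis −2.04 and −2.49 and bile acid synthesis −1.18 and −2.46. The acute phase genes rose, with medians of 1.92 and 1.91, and so did those of hepatic fibrosis, 1.72 and 1.67, of which 11 of 16 were higher. The study chose these lists for changes in the same libraries.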

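Of the 232 genes counted after ASNase in both *Gcn2*-/- and *Atf4*-/- livers but not in WT, 227 changed in the same direction in both, 74 higher and 153 lower, which is 97.8% (95% Wilson interval 95.1% to 99.1%, over genes, which are not independent replicates). Of the 7 genes counted in all strains, 2 had 1 direction throughout, which is 28.6% (8.22% to 64.1%). In the paper's Table S2 the shares are 96.2% of 666 genes and 54.2% of 107 genes.

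**Figure D2:**
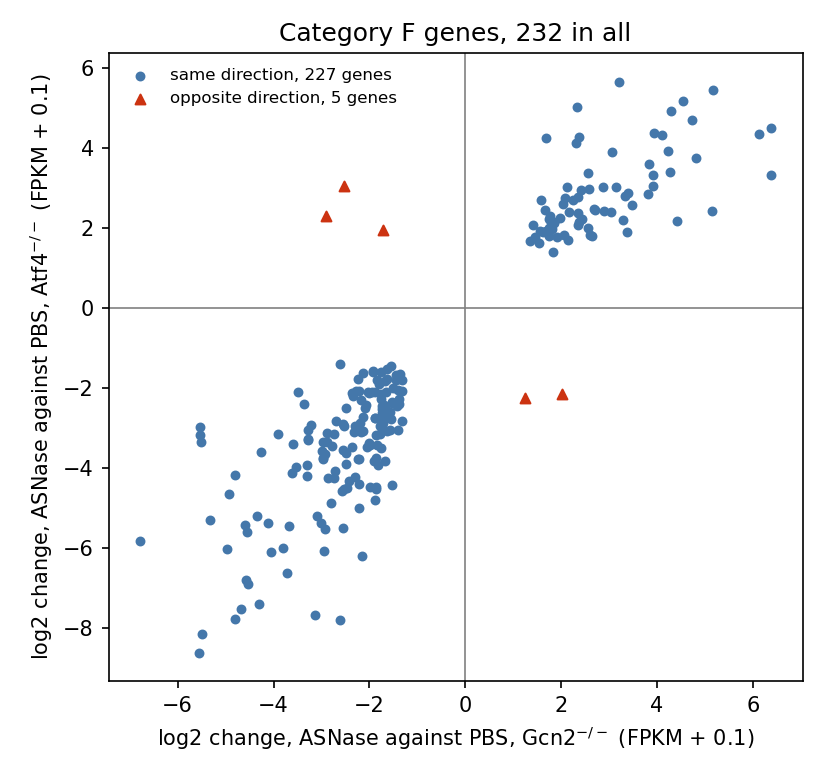
log2 change after ASNase in *Gcn2*-/- livers (x axis) against that in *Atf4*-/- livers (y axis), on the log2(FPKM + 0.1) scale, for the 232 genes counted in both strains and not in WT; each point is a gene. The 227 genes with the same direction (blue circles) lie in the lower left and upper right parts, and 5 (red triangles) outside them.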

Additional examination of shared gene categories by heat map showed gene expression changes in *Gcn2* ^−/−^ and *Atf4* ^−/−^ in category F were largely in the same direction whereas many gene expression changes in category I were not shared in direction (Supplementary Fig. S4).

Among the biological processes identified, cytochrome P450-mediated reactions and activation of cytoplasmic nuclear receptors (e.g., FXR, RXR, PXR, LXR, VDR) stood out as shared among categories E, F, G. Interestingly, biomolecular data mining using EVEX (evexdb.org) indicated that ATF4 binds LXR, PXR and RXR and coregulates multiple gene families; many of these encode transcriptional and translational responses to ER and oxidative stress in addition to the metabolism of xenobiotics, lipids, cholesterol and bile acids^28, 29^. 

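Of the genes that Table S3 lists for nuclear receptor activation in category E, 9 had a mouse gene of that name. In *Gcn2*-/- livers 7 of the 9 were higher after ASNase, with a median log2 change of 1.53. They are genes of the pathway and not receptors, and *Il1a*, *Il1b*, *Cxcl10* and *Ccl5* among them are on the hepatic inflammation list as well. The genes listed for this pathway in category G fell in *Atf4*-/- livers: 10 of 11 were lower, with a median of −1.82. *Cyp7a1*, the gene of the rate-limiting enzyme of bile acid synthesis, fell by 2.25 on the log2 scale in *Atf4*-/- livers, with overlapping intervals.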

The directional change in the expression of genes involved in these two biological processes was for the most part shared, reflecting downregulation during asparaginase exposure when the ISR is disrupted.

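Of the 52 genes on the category F lists of cytochrome P450 mediated degradation and of PXR, FXR and LXR signaling, 41 were lower after ASNase in both *Gcn2*-/- and *Atf4*-/- livers, which is 78.8% (95% Wilson interval 66.0% to 87.8%). Only *Cyp1a2*, *Cyp2c40*, *Cyp2u1* and *Cyp8b1* among the 52 are cytochrome P450 genes, so the share describes the pathway lists and not the P450 genes. This share did not change under either scaling.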

### Loss of *Atf4* versus *Gcn2* differentially regulates the amino acid response to asparaginase

GCN2 is critical for activation of the ISR by asparaginase in liver but to what extent its downstream effector ATF4 in the implementation of the resulting AAR transcriptional signature is undefined. To address this question, we first measured phosphorylation of eIF2 alpha (p-eIF2) and found that in contrast to loss of *Gcn2*, loss of *Atf4* amplified basal p-eIF2 similar to levels induced by asparaginase (Fig. 3a). 

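*Fgf21* (ENSMUSG00000030827), the gene of a hormone that the liver secretes on amino acid scarcity, lies on chromosome 7 from 45613886 to 45615490. Its FPKM rose from 2.14 (0.434 to 3.85) to 29.3 (14.6 to 43.9) after ASNase in WT livers, a log2 change of 3.71, and fell from 8.31 to 0.782 in *Gcn2*-/- livers (−3.25), both with separate intervals. In *Atf4*-/- livers it was 1.17 and 3.50 (1.50), and the intervals overlapped. *Asns* (ENSMUSG00000029752), the gene of asparagine synthetase, lies on chromosome 6 from 7675169 to 7693254. It rose from 0.591 to 20.1 FPKM in *Atf4*-/- livers (4.87) with separate intervals. In WT livers it went from 2.5 to 8.13 (1.66) and in *Gcn2*-/- livers from 4.77 to 5.94 (0.31), with overlapping intervals. *Trib3* (chromosome 2 from 152337422 to 152344032) rose from 5.46 to 19.5 in WT (1.82) and from 3.63 to 149.6 in *Atf4*-/- livers (5.33), both with separate intervals, and went from 7.52 to 3.39 in *Gcn2*-/- livers (−1.13) with intervals that overlapped. With the combined interval, chosen after seeing the data, the fall of *Trib3* in *Gcn2*-/- livers exceeded its error. *Atf5* (chromosome 7 from 44812256 to 44816658) changed by 0.39, −0.69 and 2.08 in WT, *Gcn2*-/- and *Atf4*-/- livers, with separate intervals in *Atf4*-/- livers.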

To visualize how these differences in phosphorylation impacted the amino acid response we crafted a z-score heat map of selected hepatic genes, with the selection list based on a previously published mRNA expression profile in liver cells subjected to amino acid deprivation^30^ (Fig. 3b). 

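The heat map of Fig. 3b holds 39 genes in clusters of 8, 17 and 14, and the changes after ASNase were followed in each. In the cluster of 8, which holds *Fgf21*, the median log2 change was 0.11 in WT, −1.38 in *Gcn2*-/- and −1.14 in *Atf4*-/- livers, with 7 of 8 genes lower in each knockout. In the cluster of 17 it was −0.05, 1.21 and 1.31, with all 17 higher in each knockout. In the cluster of 14, which holds *Asns* and *Trib3*, it was 0.37, −0.19 and 1.64. There 14 of 14 genes were higher in WT, 5 in *Gcn2*-/- and 13 in *Atf4*-/- livers. The study clustered these genes by the same values, so the pattern within a cluster is no independent evidence. Set against the WT response gene by gene, the median difference was −1.47 in *Gcn2*-/- and −1.38 in *Atf4*-/- livers for the first cluster, 1.27 and 1.26 for the second, and −0.64 and 1.41 for the third.

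**Figure D3:**
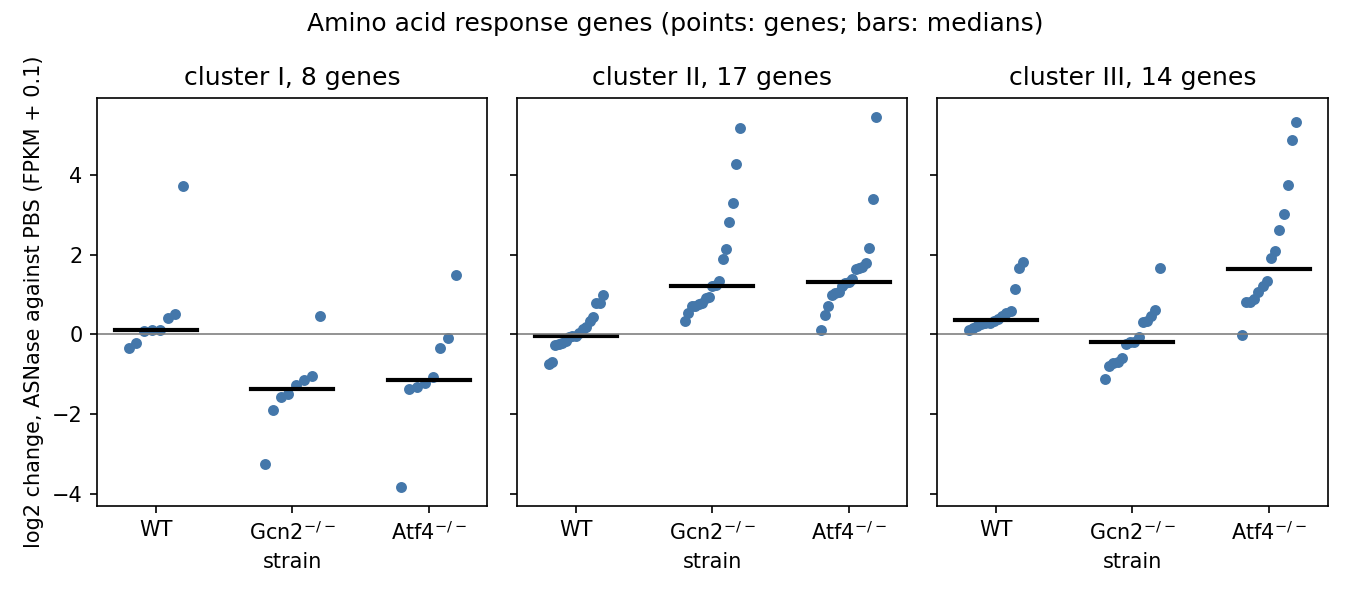
log2 change after ASNase, on the log2(FPKM + 0.1) scale (y axis), in WT, *Gcn2*-/- and *Atf4*-/- livers (x axis), for the 39 genes of the Fig. 3b heat map, a panel for each of its clusters of 8, 17 and 14 genes; points are genes and bars their medians. The median of the cluster of 14 is −0.19 in *Gcn2*-/- and 1.64 in *Atf4*-/- livers.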

Cluster analysis of these data again revealed shared and unique response patterns upon asparaginase treatment: reduced AAR gene levels in both *Gcn2* ^−/−^ and *Atf4* ^−/−^ (I), increased AAR gene levels in both *Gcn2* ^−/−^ and *Atf4* ^−/−^ (II) and increased AAR gene levels in *Atf4* ^−/−^ but not *Gcn2* ^−/−^ (III). We used RT-qPCR to further assess specific gene transcripts and confirmed that loss of either *Gcn2* ^−/−^ or *Atf4* ^−/−^ altered *Fgf21* mRNA expression to asparaginase in a similar direction (Fig. 3c) whereas *Asns*, *Atf3, Eif4ebp1*, and *Sestrin2* were differentially altered (Fig. 3d,e; Supplementary Fig. S5). These analyses indicate that overall, loss of *Gcn2* dampens the AAR whereas loss of *Atf4* amplifies the AAR following asparaginase exposure.

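Over all 39 genes of the heat map, the median log2 change after ASNase was 0.22 in WT livers, 0.46 in *Gcn2*-/- and 1.22 in *Atf4*-/- livers. Gene by gene, the *Gcn2*-/- response exceeded that of WT for 22 genes and was smaller for 17, with a median difference of 0.07 at percentile 83.3 of matched random lists. The *Atf4*-/- response exceeded that of WT for 29 genes and was smaller for 10, with a median difference of 1.02, above all 10000 random lists. The mean difference of *Gcn2*-/- livers, 0.07, moved most under quantile normalization, to 0.15, and that of *Atf4*-/- livers, 0.91, moved most with a pseudocount of 1, to 0.81. From the heat map and RT-qPCR of single transcripts, the paper concludes that loss of *Gcn2* dampens and loss of *Atf4* amplifies the AAR following asparaginase.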

**Figure 3:**
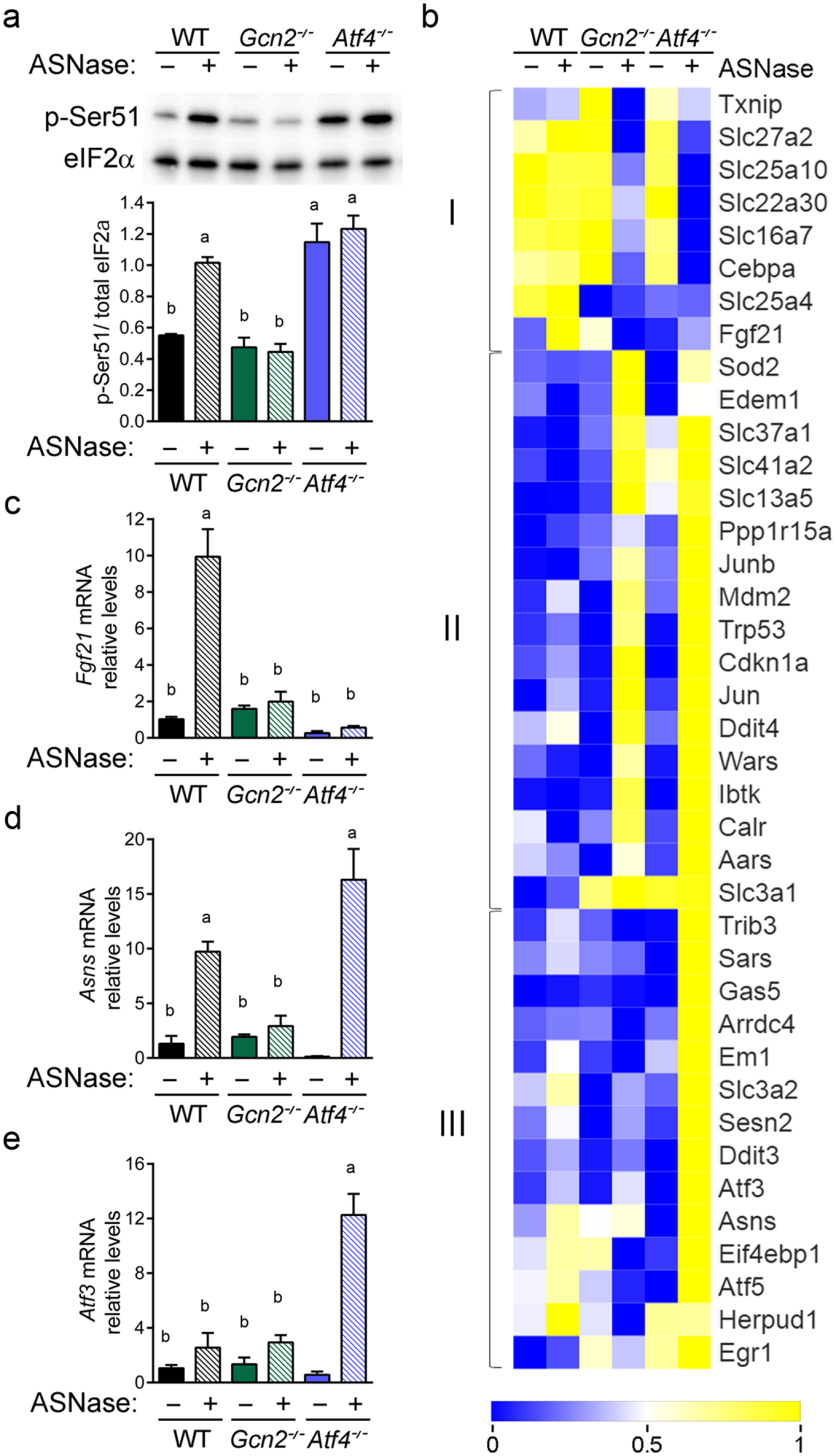
Changes in the amino acid response following 8 daily injections of asparaginase (3 IU per gram body weight, ASNase) or phosphate buffered saline excipient (PBS) in wild type mice (WT) or mice deleted for *Gcn2* (*Gcn2* ^−/−^) or *Atf4* (*Atf4* ^−/−^). (**a**) Phosphorylation of eIF2 alpha at serine 51 in liver by immunoblot analysis. A full immunoblot is presented in Supplementary Fig. S7. (**b**) Clustered RNA-Seq expression data (n = 3 per group) presented in a heat map illustrates relative mean change in amino acid stress response genes^30^ to ASNase in WT, *Gcn2* ^−/−^ and *Atf4* ^−/−^ mice. Color scale reflects increased (yellow) and decreased (blue) expression of each gene relative across treatment groups. (**c**) Gene expression of *Fgf21* (**d**) *Asns* and (**e**) *Atf3* in liver as measured by RT-qPCR. Data in (**a**,**c**,**d**,**e**) are represented as the average value ± standard error of the mean, n = 3–4 per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA, P < 0.05.

### Deletion of *Atf4* promotes ER stress to asparaginase

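Table S3 lists *Ddit3*, *Hspa5*, *Xbp1*, *Srebf1* and *Cebpe* under the UPR and ER stress. *Ddit3* (ENSMUSG00000025408; chromosome 10 from 127290774 to 127296288), the gene of CHOP, was 8.87 FPKM (0 to 18.3) in *Atf4*-/- PBS and 73.1 (4.79 to 141) in *Atf4*-/- ASNase livers, a log2 change of 3.03, against 0.60 in *Gcn2*-/- and 0.54 in WT livers. *Hspa5* (chromosome 2 from 34771970 to 34777547), the gene of the chaperone BiP, went from 191 to 691 FPKM in *Atf4*-/- livers (1.86) and changed by 0.80 in *Gcn2*-/- and −0.69 in WT livers. *Xbp1* (chromosome 11 from 5520659 to 5525893) went from 101 to 359.6 (1.83), against 0.48 in *Gcn2*-/- livers. The PBS and ASNase intervals of these 3 genes overlapped in each strain, and with the combined interval and with quantile normalization the rise of *Xbp1* in *Atf4*-/- livers was beyond its error, as was the fall of *Cebpe* with the combined interval, which was chosen after seeing the data. *Srebf1* and *Cebpe* had log2 changes of −1.82 and −1.82 in *Atf4*-/- livers, with overlapping intervals. Of 15 ER chaperone and degradation genes outside Table S3, all were higher after ASNase in *Atf4*-/- livers (median 0.86) and in *Gcn2*-/- livers (0.70), and 13 of 15 were lower in WT livers (−0.51).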

Amplification of the hepatic AAR in asparaginase-treated *Atf4* ^−/−^ mice and the pathway analysis revealed that components of the ER stress pathway were also highly enriched. To test this premise further, we assessed the phosphorylation status of PERK by immunoblot, examining electrophoretic migration of PERK protein and measuring signal intensity following incubation with an antibody that specifically recognizes PERK phosphorylated at threonine 980. Both immunoblots showed that PERK phosphorylation was not detectable in any samples, only the positive control (Fig. 4a). However, CHOP protein was detectible in the liver of asparaginase-treated *Atf4* ^−/−^ mice (Fig. 4b). Also, an important measure of ER stress, *Xbp1* mRNA splicing, was greatly elevated in livers from asparaginase-treated *Atf4* ^−/−^ mice (Fig. 4c) as was *Atf6* mRNA expression (Fig. 4d). These results indicate that loss of ATF4 function during sustained amino acid depletion results in selective engagement of the UPR upon asparaginase treatment by a mechanism that does not require PERK phosphorylation.

**Figure 4:**
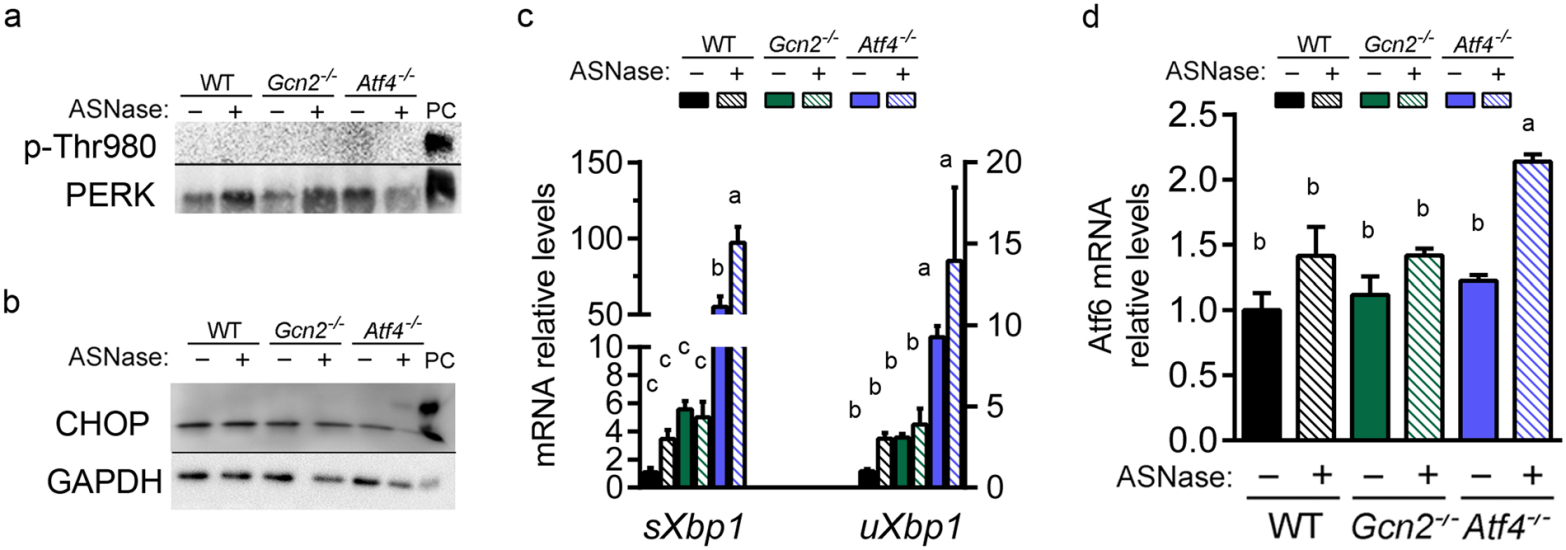
*Atf4* deletion selectively engages the UPR following 8 daily injections of asparaginase (3 IU per gram body weight, ASNase) or phosphate buffered saline excipient (PBS) in wild type mice (WT) or mice deleted for *Gcn2* (*Gcn2* ^−/−^) or *Atf4* (*Atf4* ^−/−^). (**a**) Phosphorylation of PERK in liver by immunoblot analysis. (**b**) CHOP protein expression by immunoblot analysis. (**c**) Gene expression of spliced (s*Xbp1*) and unspliced (u*Xbp1*) *Xbp1* mRNA measured by RT-qPCR. (**d**) *Atf6* mRNA levels measured by RT-qPCR. Data are represented as the average value ± standard error of the mean, n = 3–4 per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA, P < 0.05. PC, liver from a tunicamycin-treated mouse as positive control. Full immunoblots are presented in Supplementary Figure S7.

### GCN2 regulates mTORC1 independent of ATF4

Mice lacking *Gcn2* show hyperactivation of mTORC1 in liver during asparaginase^5, 11^ and during dietary leucine deprivation^31, 32^. To explore the connection among GCN2, ATF4, and mTORC1 in response to asparaginase, we first examined the phosphorylation state of S6K1 and 4E-BP1, two readouts of mTORC1 activity. Consistent with our previously published findings, phosphorylation levels of S6K1 and 4E-BP1 in liver were stable or even reduced by asparaginase in WT but amplified in *Gcn2* ^−/−^ mice (Fig. 5a–c). One idea to explain this disruption involves GCN2 regulation of mTORC1 via ATF4^23^. In contrast with this idea, mTORC1 signaling was repressed in *Atf4* ^−/−^ similar to WT. Further, *Ei4ebp1* hepatic gene expression was increased by asparaginase in WT and *Atf4* ^−/−^ mice but not *Gcn2* ^−/−^ mice (Supplementary Fig. S5). To address the underlying mechanism, we measured phosphorylation of protein kinase B/Akt (p-Thr308) to determine if hyperactivated mTORC1 was due to enhanced insulin/growth factor signaling in the *Gcn2* ^−/−^ condition (Fig. 5a,d). However, Akt phosphorylation levels were unchanged in WT and reduced in both *Gcn2* ^−/−^ and *Atf4* ^−/−^, indicating that differences in mTORC1 activity were not due to increased growth factor signaling via Akt. We also examined Sestrin2 because increases in expression and phosphorylation inversely correlate with mTORC1 activity during leucine deprivation^25, 33^. In contrast with this idea, asparaginase increased *Sestrin2* mRNA expression and protein phosphorylation in all mouse strains, with *Atf4* ^−/−^ mice demonstrating the largest increases (Supplementary Fig. S5; Fig. 5a,e). These results indicate that GCN2 but not Sestrin2 or ATF4 are required for hepatic mTORC1 inhibition during sustained amino acid depletion by asparaginase.

**Figure 5:**
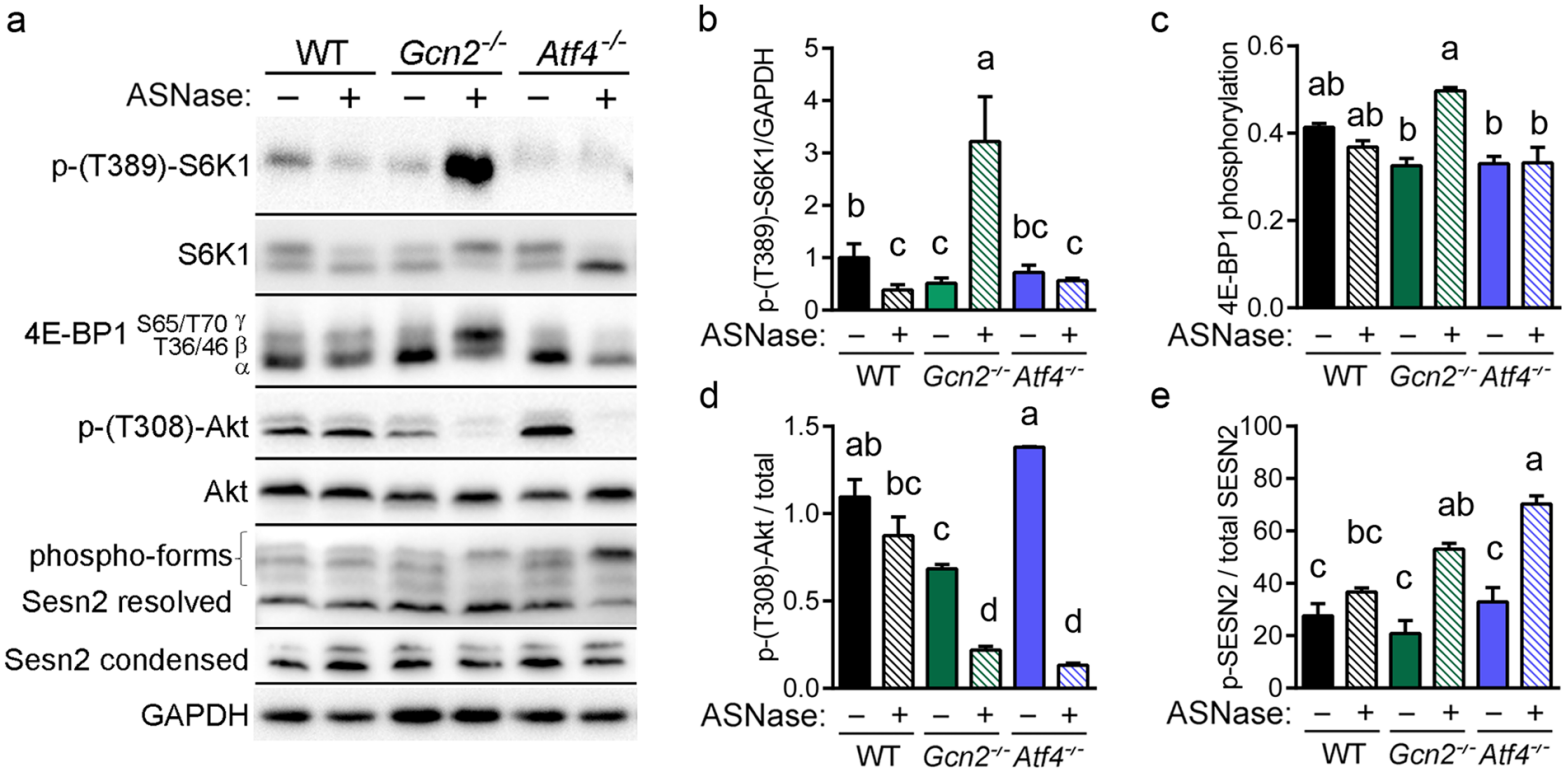
The mTORC1 pathway is amplified in livers from *Gcn2* ^−/−^ but not *Atf4* ^−/−^ mice following 8 daily injections of asparaginase (3 IU per gram body weight, ASNase). (**a**) Representative immunoblots for panels (b–e). (**b**) The ratio of phospho-S6K1 at threonine 389 to glyceraldehyde 3-phosphate dehydrogenase (GAPDH). (**c**) Phosphorylation of 4E-BP1 expressed as the ratio of the γ-form to the α + β + γ sum. (**d**) The ratio of phospho Akt at threonine 308 to total Akt. (**e**) The ratio of Sestrin2 phospho-forms to the sum of all Sesn2 resolved forms. Data are represented as the average value ± standard error of the mean, n = 4–6 per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA, P < 0.05. Full immunoblots are presented in Supplementary Fig. S7.

### Heterozygous loss of *Atf4* promotes hepatic ER stress and apoptosis to asparaginase

*Atf4* ^−/−^ mice exhibit pleiotropic phenotypes of reduced growth, lack of vision, and defects in hematopoiesis and glucose homeostasis^27, 34–36^. These health challenges may serve as confounders in the assessment of *Atf4* deletion during asparaginase exposure. To help assess this, we decided to examine the impact of asparaginase exposure in Atf4 heterozygotes (*Atf4* ^+/−^) which appear normal and healthy. To understand if ATF4 haploinsufficiency altered the hepatic ISR and health status to asparaginase, we examined the effects of asparaginase on *Atf4* ^+/−^ mice compared to WT and *Atf4* ^−/−^. Prior to treatment, *Atf4* ^−/−^ but not *Atf4* ^+/−^ mice were leaner than *Atf4* ^+/+^ mice (Supplementary Fig. S6). Asparaginase reduced body weight in all strains, with *Atf4* ^+/−^ mice displaying body weights that were intermediate between *Atf4* ^+/+^ and *Atf4* ^−/−^ mice (Supplementary Fig. S6). Asparaginase did not significantly alter liver or pancreas mass but reduced spleen weight in all strains (Supplementary Fig. S6). Asparaginase also elevated liver triglycerides in all strains, although to a lesser extent in *Atf4* ^−/−^ mice (Supporting Fig. S6).

Hepatic p-eIF2 levels in PBS-injected *Atf4* ^+/−^ mice were elevated relative to *Atf4* ^+/+^ mice (Fig. 6a). Asparaginase further increased hepatic p-eIF2 in *Atf4* ^+/−^ mice above WT and equivalent to *Atf4* ^−/−^ mice. Consistent with this, relative mRNA levels of *Atf4* (Fig. 6b) and relative mRNA levels of ATF4 targets *Atf3*, *Atf5*, *Fgf21*, *Eif4ebp1*, and *Pppr1r15a (Gadd34)* in asparaginase-treated *Atf4* ^+/−^ mice were elevated above wild type mice (Fig. 6c). In contrast, livers from *Atf4* ^+/−^ mice treated with asparaginase expressed *Asns* similarly across strains. Consistent with the idea that loss of one *Atf4* allele reduced hepatoprotection, liver sections from *Atf4* ^+/−^ mice showed a high level of DNA fragmentation that was intermediate between *Atf4* ^+/+^ and *Atf4* ^−/−^ mice, indicating greater hepatic stress both basally and following asparaginase (Fig. 6d,e).

**Figure 6:**
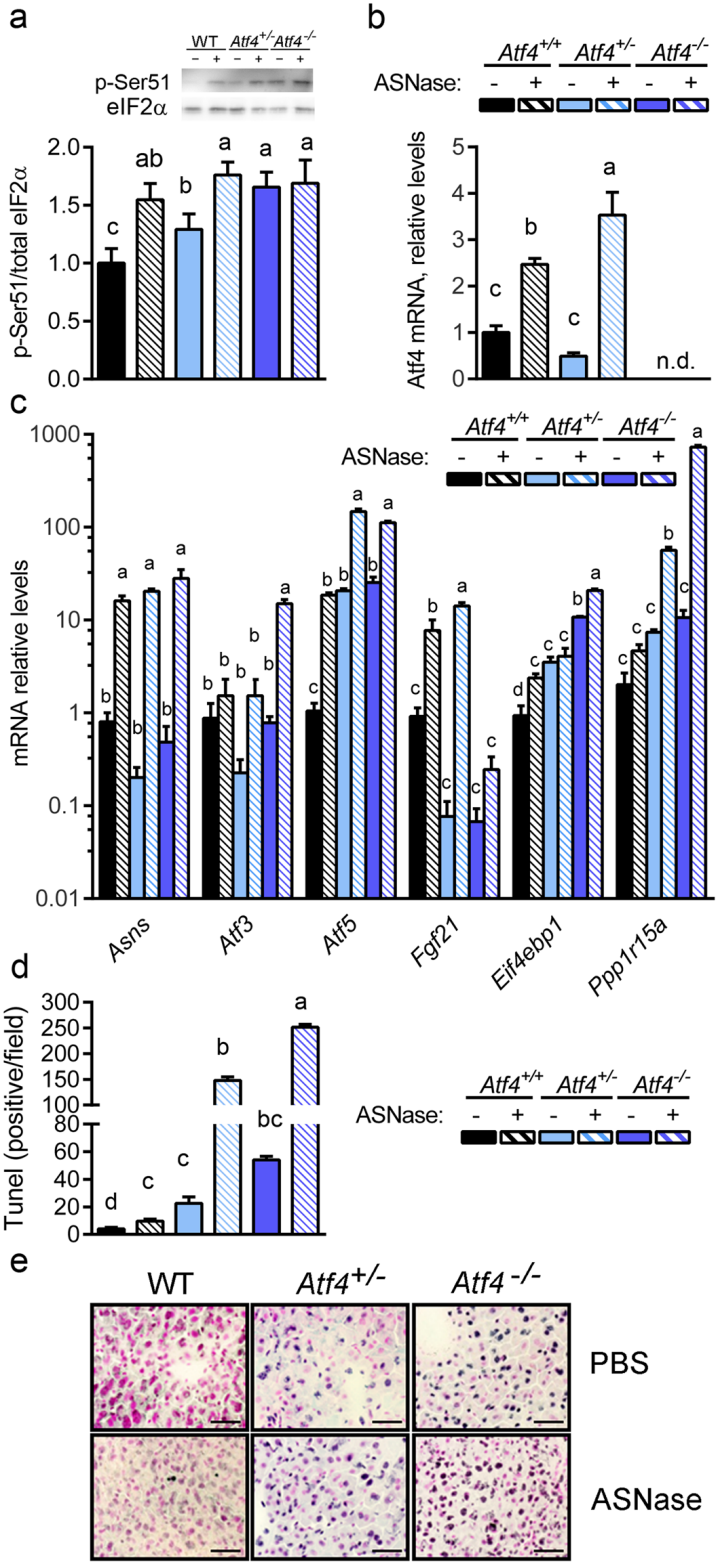
*Atf4* haploinsufficiency amplifies the hepatic AAR and liver damage in response to 8 daily injections of asparaginase (3 IU per gram body weight, ASNase). (**a**) Phospho-eIF2 alpha was measure by immunoblot analysis and quantified relative to total eIF2 alpha. (**b**) Gene expression of *Atf4* in liver as measured by RT-qPCR. n.d. = not detectible. (**c**) Hepatic expression of ISR genes *Asns*, *Atf3*, *Atf5*, *Fgf21*, *Eif4ebp1*, and *Ppp1r15a* in WT, *Atf4* ^+/−^ and *Atf4* ^−/−^ mice. (**d**) Apoptosis was ascertained in de-identified histological sections by manual counting of TUNEL-positive nuclei using Image J software. (**e**) Fragmented DNA visualization by TUNEL method in representative frozen liver sections (10 μm thick). Images taken at 40X magnification show visual features determined in WT, *Atf4* ^+/−^ and *Atf4* ^−/−^ mice. Scale bar represents 50 μm. Data are represented as the average value ± standard error of the mean, n = 3–6 per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA, P < 0.05. Full immunoblots are presented in Supplementary Fig. S7.

The overall amplified AAR induction in livers from *Atf4* ^+/−^ mice treated with asparaginase also corresponded with elevated ER stress. Supporting this idea, livers from both asparaginase-treated *Atf4* ^+/−^ and *Atf4* ^−/−^ mice showed increased *Ddit3* mRNA expression (Fig. 7a), and livers from asparaginase-treated *Atf4* ^−/−^ mice demonstrated increased *Xbp1* splicing (Fig. 7b), increased *Hspa5* (BiP/Grp78) mRNA expression (Fig. 7c) and increased *Atf6* mRNA expression as compared to PBS controls (Fig. 7d). Furthermore, gene expression of nuclear factor 2 (*Nrf2*), a marker of oxidative stress that is also identified as an ATF4 interacting protein^37^, was also elevated in asparaginase-treated *Atf4* ^+/−^ livers above asparaginase-treated *Atf4* ^+/+^ livers (Fig. 7d), suggesting that *Atf4* haploinsufficiency predisposes mice toward greater hepatic stress by asparaginase.

**Figure 7:**
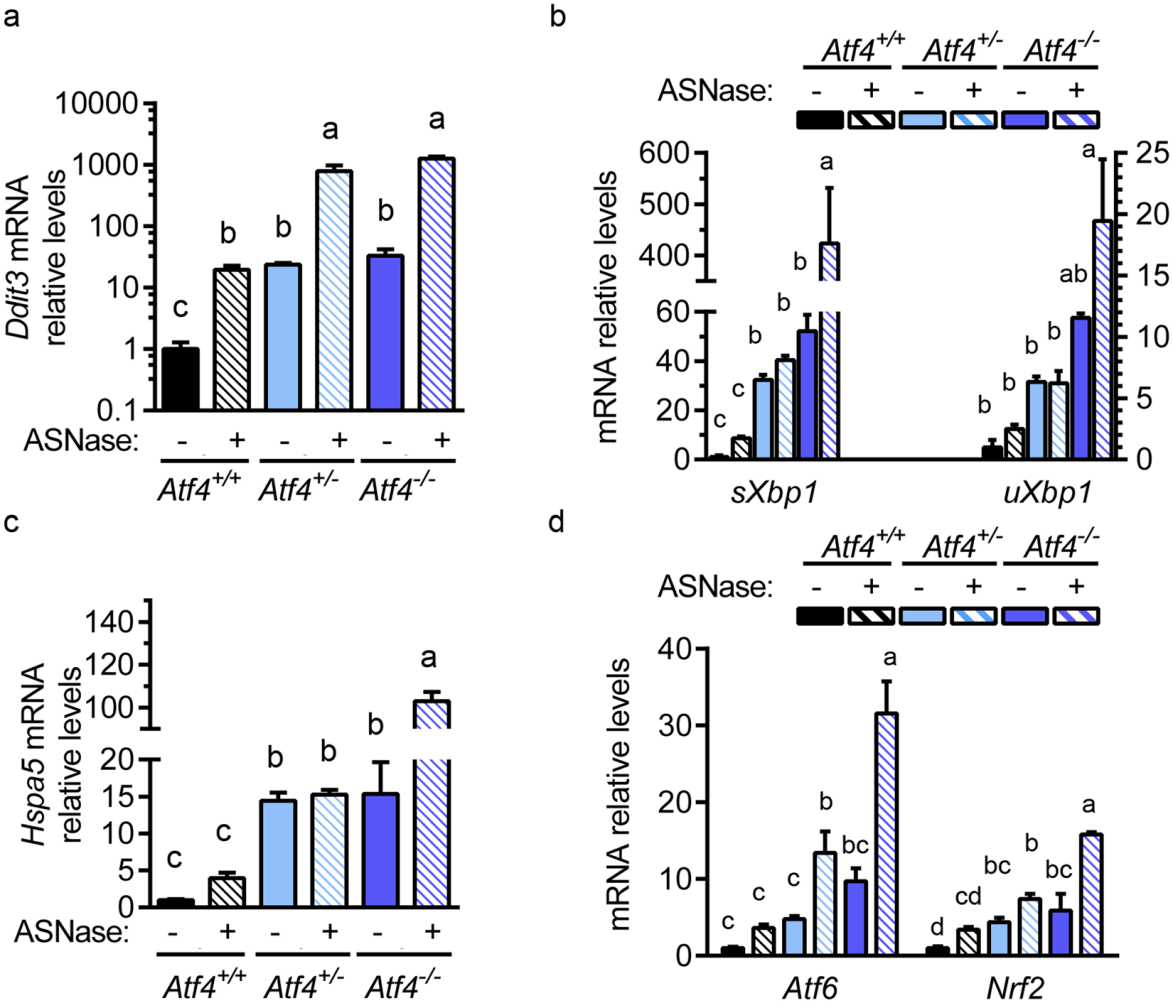
*Atf4* haploinsufficiency predisposes mice to amplified ER stress when treated with 8 daily injections of asparaginase (3 IU per gram body weight, ASNase). Gene expression levels of: (**a**) *Ddit3* (CHOP), (**b**) spliced *Xbp1* and unspliced *Xbp1*, (**c**) *Hspa5* (BiP/Grp78), and (**d**) *Atf6* and oxidative stress marker *Nrf2* were measured in liver by RT-qPCR. Data are represented as the average value ± standard error of the mean, n = 4–6 per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA, P < 0.05.

## Discussion

Liver dysfunction as a result of oxidative stress and hepatic steatosis is an asparaginase-associated adverse event that complicates remission induction and reduces treatment success^38–40^. A maladaptive GCN2/eIF2-directed ISR is proposed by our laboratory as a molecular basis for asparaginase-associated metabolic complications and hepatotoxicity^5, 6, 10–12^ but the role of ATF4 in this process is unknown. Herein we present a global view of how genetic loss of *Gcn2* versus *Atf4* influences hepatoprotection during asparaginase treatment by altering the liver transcriptome and signal transduction responses. First, we identify shared versus unique hepatic processes altered by GCN2 versus ATF4 status in the basal state and during chronic amino acid depletion by asparaginase. Second, we find that coordination of mTORC1 signaling by GCN2 does not require ATF4 or Sestrin2. Finally, we determine that both total and partial loss of *Atf4* expression is unable to self-limit the adaptive AAR to asparaginase, resulting in ER stress and greater cell death. These findings both confirm and challenge prevailing ideas on ATF4 function and add new mechanistic insight into how the liver adapts to amino acid deprivation.

This study provides the first view of the hepatic transcriptome on the background of global *Atf4* deletion and a first comparison to global deletion of *Gcn2*. This study strength must be viewed in balance with limitations that are inherent when studying mice with whole body gene deletion. Specifically, because ATF4 is a master regulator of metabolism and thermogenesis, global deletion of *Atf4* results in a lean phenotype with defects in eye, bone and blood cell development^27, 34–36^. Potential confounding influences of these health challenges on the liver transcriptome are acknowledged, particularly in light of the chronic treatment imposed. Indeed, these concerns formed the basis for pursuing experiments in *Atf4* ^+/−^ mice, which are healthy. In this regard, we note that the hepatic AAR response patterns following asparaginase exposure in *Atf4* ^+/−^ and *Atf4* ^−/−^ mice are directionally similar. Also, studies by our group and others using mice harboring a liver-specific deletion of *Atf4* show that its expression in liver plays important roles in regulating processes that were also identified in the current study such as cholesterol and lipid metabolism and oxidative stress responses^18, 41^. Furthermore, injection of asparaginase into obese mice shows that genetic ablation of *Atf4* in liver does not amplify mTORC1 signaling but instead amplifies a transcriptional signature similar to the current results^42^. Thus, the likelihood these outcomes are nonspecific or not relevant to ATF4 is low.

Mice lacking *Gcn2* do not show evidence of hepatic ER stress to asparaginase^11^. In contrast, *Atf4* ^−/−^ mice display an ER stress transcriptional signature in liver upon asparaginase treatment. These results suggest that ATF4 is necessary to self-limit the AAR in order to prevent inappropriate accumulation of an ER stress response transcriptional signature. Recently, we reported that in the absence of *Atf4*, ATF6 and CHOP assume auxiliary functions during pharmacological ER stress, driving the cell toward a maladaptive cell fate^18^. This report supports our current findings showing that in response to asparaginase treatment, expression of CHOP, *Atf6* and IRE1-directed splicing of *Xbp1* mRNA are potently induced in the livers of *Atf4*-deficient mice. These signals may allow other transcription factors to gain auxiliary function, directing the organism toward cellular death pathways rather than adaptive health outcomes. Additional studies are needed to more fully define how the binding partners versus targets of ATF4 direct cellular consequences to asparaginase. This is especially important because it will help explain why loss of one *Atf4* allele amplifies the ER stress transcriptional signature following asparaginase exposure.

Our lab was the first to identify hyperactivation of mTORC1 signaling in the *Gcn2* ^−/−^ condition during leucine deprivation and asparaginase^5, 31^, leading to the hypothesis that GCN2 or another ISR target coordinates amino acid sensing with mTORC1 signaling. One candidate is Sestrin2, an mTORC1 inhibitor regulated by ATF4 under conditions of amino acid deprivation or ER stress^23–25, 33^. Under conditions of amino acid deficiency, Sestrin2 becomes highly phosphorylated, promoting its interaction with a complex that subsequently blocks lysosomal localization of mTORC1^25, 43^. Using cells in culture, these studies identify a reciprocal relationship between the degree of Sesn2 phosphorylation and the degree of mTORC1 inhibition, specific to leucine availability^25^. However, others report that deprivation of other amino acids, such as glutamine, can also activate Sestrin2 inhibitory effect toward mTORC1^23^. Our results show Sestrin2 mRNA expression levels and phosphorylation of the protein are increased following asparaginase exposure even in the absence of *Gcn2*, *Atf4* or PERK activation and are not reciprocally related to mTORC1 signaling. We speculate that in the absence of GCN2-mediated signaling, Sestrin2 may be induced by a different profile of transcription factors such as CCAAT-enhancer-binding protein beta^44^ which in the current study was significantly elevated only in the livers of *Gcn2* ^−/−^ mice exposed to asparaginase (FPKM: *Gcn2* ^−/−^ PBS = 38; *Gcn2* ^−/−^ ASNase = 103, q = 0.0008). 

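*Cebpb* (ENSMUSG00000056501), the gene of CCAAT-enhancer-binding protein beta, lies on chromosome 2 from 167688915 to 167690418. Its FPKM was 38.0 (interval 18.3 to 57.7) in *Gcn2*-/- PBS and 103 (50.0 to 157) in *Gcn2*-/- ASNase livers, a log2 change of 1.44, under the fold limit and with intervals that overlapped. In WT livers it was 63.4 and 82.5 (0.38), and in *Atf4*-/- livers 56.3 and 69.2 (0.30), with overlapping intervals as well. The change in *Gcn2*-/- livers exceeded the combined interval, an alternative chosen after seeing the data, and after quantile normalization it was 1.69 with separate intervals. *Sesn2* (chromosome 4 from 132492032 to 132510501) changed by 0.35 in WT, 0.46 in *Gcn2*-/- and 1.21 in *Atf4*-/- livers, with overlapping intervals in each strain, and the change in *Atf4*-/- livers exceeded the combined interval.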

In the absence of *Atf4*, we suggest that auxiliary action by other ER stress-responsive transcription factors may promote Sestrin2 expression, based on experiments showing that both the PERK and the IRE1/XBP1 arms of the UPR contribute to regulating Sestrin2^45^. Experimental confirmation of these ideas still leaves open the question why is hepatic mTORC1 activity unleashed in *Gcn2* ^−/−^ but not *Atf4* ^−/−^ mice? Fafournoux’s group shows that GCN2-regulation of mTORC1 in cultured cells is ATF4-independent but involves phosphorylation of eIF2^46^. Our findings partially align with this idea, leaving open the need to resolve the contribution of eIF2 phosphorylation by other kinases to mTORC1 signaling versus independent control of mTORC1 by other transcription factors such as TRIB3^42^ versus regulation of mTORC1 secondary to the impact of *Gcn2* deletion on autophagy^12^.

In conclusion, this is the first comprehensive dataset identifying the role of *Gcn2* versus *Atf4* in control of hepatic transcriptome levels both basally and during chronic amino acid depletion. This information emphasizes how the function of the AAR contributes to the molecular basis of hepatoprotection in response to asparaginase. Application of these findings to dietary amino acid insufficiency in general is evident based on a recent study^47^ showing that multiple dietary restriction models elicit a gene expression signature sharing many of the same overrepresented canonical pathways as the current study and another report^48^ showing that removal of asparagine and/or glutamine from cells activates the ISR similar to dietary protein dilution. Future areas of investigation will use this information to develop personalized screening tools and/or discover targeted therapies to prevent adverse events to asparaginase or other therapies that utilize amino acid depletion as a treatment strategy.

## Methods

### Animals and Care

All animal protocols were reviewed and approved by the Institutional Animal Care and Use Committee at Rutgers, The State University of New Jersey and all animals received humane care according to the criteria outlined in the “Guide for the Care and use of Laboratory Animals” prepared by the National Academy of Sciences and published by the National Institute of Health (NIH publication 86–23 revised 1985) and ARRIVE (articulated at www.nc3rs.org.uk/ARRIVE). In these experiments, male and female C57BL/6J mice (8–12 wk old) carrying a homozygous deletion of *Gcn2* (*Gcn2* ^−/−^) or *Atf4 (Atf4* ^−/−^ *)* were used alongside wildtype controls (WT, *Atf4* ^+/+^) and *Atf4* heterozygote nulls (*Atf4* ^+/−^) (Jackson Laboratories, Bar Harbor, ME).

### RNA-Sequencing

RNA-Seq was performed at the JP Sulzberger Columbia Genome Center (Columbia University, NY, NY). Poly-A purified RNA was used with the TruSeq RNA Sample Prep Kit v2 from total RNA having a RIN ≥ 8.0. Libraries were sequenced on an Illumina HiSeq 2500 with a read depth of 30 million, 100 bp single-end reads. The resulting fastq files were subject to the Tuxedo bioinformatics pipeline^49, 50^. The reads were mapped to the mouse genome (mm10) with Tophat v2.0 then differences in gene expression were determined using Cuffdiff and evaluated according to drug treatment and genetic strain.

### Statistical Analysis

Global transcriptome analyses (n = 3 per group) were conducted in R using cummeRbund. Differentially expressed genes were considered to be statistically significant when the q value (or False Discovery Rate, FDR) was <0.1 (unadjusted p < 0.017). All other measurements utilized 3–6 animals per group and are reported as the average value ± standard error of the mean (SEM). Homoscedasticity was evaluated using Levene’s Test and data normality evaluated using Shapiro-Wilk-Test. Log transformation of data was performed when assumptions of distribution normality and homoscedasticity were violated. Differences between multiple treatment groups were analyzed by one and two factor ANOVA. When a statistically significant overall difference was detected, differences among individual means were evaluated using Tukey’s post-hoc test with an alpha level of P < 0.05 (STATISTICA; StatSoft, Tulsa, OK).

## Electronic supplementary material

Supplementary Information

Supplementary Table S2

Supplementary Table S3

# Supplementary material for: Role of activating transcription factor 4 in the hepatic response to amino acid depletion by asparaginase
**Source:** Sci Rep. 2017 Apr 28;7:1272. doi: 10.1038/s41598-017-01041-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplemental Information**

### **Role of activating transcription factor 4 in the hepatic response to amino acid depletion by asparaginase.**

Rana J.T. Al-Baghdadi, Inna A. Nikonorova, Emily T. Mirek, Yongping Wang, Jinhee Park,  
William J. Belden, Ronald C. Wek, Tracy G. Anthony

#### **Table of Contents:**

1. Supporting Materials and Methods
2. Supporting References
3. Legend for Supplementary Figures
4. Supplementary Figure S1
5. Supplementary Figure S2
6. Supplementary Figure S3
7. Supplementary Figure S4
8. Supplementary Figure S5
9. Supplementary Figure S6
10. Supplementary Figure S7
11. Legend for Supplementary Tables
12. Supplementary Table S1
13. Supplementary Table S2 (separate Excel file)
14. Supplementary Table S3 (separate Excel file)

## Supporting Materials and Methods

**Animals.** All male and female animals were on the C57BL/6J genetic background ( $\geq 8$  generations) and were bred and maintained at the Rutgers Bartlett animal care facility. *Gcn2*<sup>-/-</sup> mice were originally obtained from Douglas Cavener <sup>1</sup> whereas *Atf4*<sup>-/-</sup> mice (accession number: 013072 - *Atf4*<sup>tm1Tow</sup>/J) were obtained from The Jackson Laboratory. Animals were genotyped by polymerase chain reaction (PCR) analysis of ear DNA using standard PCR methods. All mice were individually housed in clear plastic cages with corncob bedding in a temperature and humidity controlled room with a 12:12-h light-dark cycle. Mice were freely provided tap water and commercial rodent chow (5001 Laboratory Rodent Diet, LabDiet) at all times before and throughout experiments.

**Experimental Design.** Mice were administered daily intraperitoneal (i.p.) injections of native *E. coli* L-asparaginase (Elspar®, Deerfield, Illinois) in phosphate buffered saline (PBS) at 0 or 3.0 international units per gram body weight (IU/g BW) after the start of the light cycle as previously detailed <sup>2</sup>. Mice were euthanized by decapitation ~8h after the last injection.

**Sample collection.** Mice from all treatment groups were killed by decapitation ~8 h after the eighth daily injection. Trunk blood was collected to obtain serum. Tissues were rapidly dissected, rinsed in ice-cold PBS, blotted and weighed. One portion of each liver was snap-frozen in liquid nitrogen for further biochemical analyses. Frozen samples were stored at -80°C until analysis. A final portion was fixed in 4% paraformaldehyde as previously described <sup>2</sup>.

**Body composition.** Body composition was determined by magnetic resonance using an EchoMRI instrument (Echo Medical Systems, Houston, TX).

**RNA-Sequencing.** Frozen liver samples were processed to obtain high quality RNA for RNA-Sequencing (RNA-Seq). Total RNA was extracted from frozen livers using NucleoSpin® RNA Kit (Macherey-Nagel, Newmann-Neander, Germany) followed by DNase treatment. The

A260/280 and 260/230 absorbance ratios were identified using NanoDrop1000 (Thermo Fisher Scientific, Wilmington, DE). RNA Integrity Number (RIN) was determined using an Agilent Bioanalyzer 2100 (Agilent Technologies, Waldbronn, Germany).

**Data quality and differential gene expression analysis.** The quality control analyses, Principle Component Analysis (PCA) and Volcano plot, were conducted using R (v3.2.2). Differences in gene expression were evaluated according to drug treatment and genetic strain. Fastq files were aligned to the mouse genome (mm10) using TopHat (v2.1.0) and Bowtie (v1.1.2) (<http://ccb.jhu.edu/software.shtml>). Mapped reads were submitted to Cufflinks (v2.2.1) using the default settings. The assembled transcript files were merged using Cuffmerge, quantified by Cuffdiff and then indexed and visualized using CummeRbund (v2.12.0). Average FPKM values (n=3) were used to calculate differences in expression between different strains and treatment groups.

To analyze basal differences between WT (*Atf4*<sup>+/+</sup> and *Gcn2*<sup>+/+</sup>), *Gcn2*<sup>-/-</sup> and *Atf4*<sup>-/-</sup> strains and their response to ASNase treatment we considered only genes that had FPKM values of more than 3 in either of the strain/treatment group and with absolute values of log<sub>2</sub>(fold change between compared groups) of more than 1.5. 

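Table S2 gives the FPKM values of the genes that passed these limits and a q value of the authors. Its 2538 entries of a gene in a comparison were set beside the deposited table, and they hold the same group FPKM with 13 exceptions. In these 13 entries a value listed at 0 in the deposited table is printed as 1. In the ASNase categories Table S2 also holds entries under the fold limit in a strain that shares a gene: of the 666 genes of category F, 365 were over the fold limit in *Gcn2*-/- and 601 in *Atf4*-/- livers.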

The resulting lists of genes were sorted to categories by Venn method (Fig 2A,C). The list of genes in each category was then analyzed using Ingenuity Pathway Analysis software (Qiagen, Redwood City, CA) to identify pathways that might be affected by the loss of either *Gcn2* or *Atf4*. Gene lists that were placed into shared categories (B, F, H, I, J) were subjected to cluster analysis using CIMminer (<https://www.discover.nci.nih.gov/cimminer/>) according to their log<sub>2</sub>(fold change) values to visualize directionality of the change in gene expression and the extent to which it changes.

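In Table S2 the paper's category B has 63 of 65 genes with the same direction in both knockouts, 18 higher and 45 lower. By the same count 6 of the 28 genes of category H and 42 of the 45 genes of category J went in 1 direction. Among the genes counted from the separate intervals, 2 of the 13 in category H, both higher, and 20 of the 21 in category J, 17 higher and 3 lower, did so.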

Integrated Genome Viewer (IGV) (v2.3) was used to confirm the deletion of the *Gcn2* and *Atf4* genes (<https://www.broadinstitute.org/igv/v1.2>).

**Hepatic mRNA expression levels by Reverse Transcriptase Quantitative PCR.** Total RNA was extracted as described above. 1 µg of purified RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Relative mRNA expression levels were determined by quantitative PCR using TaqMan reagents and the StepOnePlus Real-Time PCR System (Applied Biosystems, Foster, CA). Each mRNA from a single biological sample was measured in triplicate and normalized to 18S ribosomal RNA. Results were obtained by the comparative Ct method and are expressed as fold change with respect to the experimental control as previously detailed<sup>3</sup>. All primer/probe assays were ordered from Life Technologies except for spliced Xbp1 in which the primers (Forward: 5'-GAGTCCGCAGCAGGTG-3'; Reverse: 5'-CTCTGGGAGTTCCTCCAGACT-3') were ordered from Integrated DNA Technologies and used with Universal Probe Library, probe #60 from Roche Diagnostics.

**Immunoblot analysis.** Tissue lysates were prepared as previously described<sup>2,4</sup>. The following primary antibodies were purchased from Cell Signaling Technology (Beverly, MA): phospho-eIF2α (#3597); phospho-Akt Thr308 (#9275); total AKT (#9272); phospho-P70S6K Thr389 (#9205); total S6K1 (#9202); phospho-PERK Thr980 (#3179); total PERK (#3192); and GAPDH (#2118). Other primary antibodies included: total eIF2α (#sc11386, Santa Cruz Biotechnology, Dallas, TX); CHOP (#sc7351 Santa Cruz Biotechnology, Dallas, TX); 4EBP1, (#A300-501A, Bethyl Laboratories, Montgomery, TX); SESN2 (#10082-224, ProteinTech, Rosemont, IL). Immunoblot membranes were processed and developed using enhanced chemiluminescence kit (Amersham Biosciences, Pittsburgh, PA). Chemiluminescence signal intensities were digitally captured using a FluorChem M multiplex imager (Protein Simple) and band densities were quantitated using Carestream Molecular Imaging Software (version 5.0).

**Histology.** A portion of each fixed liver sample was paraffin-embedded and 5 µm thick sections were mounted on microscope slides. Slides were stained with hematoxylin, counterstained with

eosin, dehydrated and mounted for light microscopy observation and also evaluated for DNA fragmentation by TUNEL assay as described <sup>5</sup>. Frozen sections (10 µM thick) from fixed liver were stained with Oil Red O to visualize neutral lipid content. Liver triglycerides were also measured biochemically using a commercially available kit (Biovision, Milpitas, CA).

**Image acquisition and processing.** Bar graphs were created using GraphPad Prism 6 software and exported tagged image files (TIFF) with a 300 dpi resolution and RGB color model. Venn diagrams and tables were created using Microsoft Office software. Digitally captured histology and immunoblots were exported as 8 bit TIFF. Data were assembled into multi-panel figure displays using Adobe Photoshop.

#### **Supplementary Methods References**

- 1 Zhang, P. *et al.* The GCN2 eIF2alpha kinase is required for adaptation to amino acid deprivation in mice. *Mol Cell Biol* **22**, 6681-6688 (2002).
- 2 Wilson, G. J. *et al.* GCN2 is required to increase fibroblast growth factor 21 and maintain hepatic triglyceride homeostasis during asparaginase treatment. *Am J Physiol Endocrinol Metab*, ajpgendo 00361 02014, doi:10.1152/ajpendo.00361.2014 (2015).
- 3 Wilson, G. J., Bunpo, P., Cundiff, J. K., Wek, R. C. & Anthony, T. G. The eukaryotic initiation factor 2 kinase GCN2 protects against hepatotoxicity during asparaginase treatment. *Am J Physiol Endocrinol Metab* **305**, E1124-1133, doi:10.1152/ajpendo.00080.2013 (2013).
- 4 Bunpo, P. *et al.* GCN2 protein kinase is required to activate amino acid deprivation responses in mice treated with the anti-cancer agent L-asparaginase. *J Biol Chem* **284**, 32742-32749, doi:10.1074/jbc.M109.047910 (2009).

- 5 Bunpo, P. *et al.* The eIF2 kinase GCN2 is essential for the murine immune system to adapt to amino acid deprivation by asparaginase. *J Nutr* **140**, 2020-2027, doi:10.3945/jn.110.129197 (2010).

## Legend for Supplementary Figures

**Supplementary Figure S1:** Body weight and body composition before and after 8 daily injections of asparaginase (3 IU per gram body weight, ASNase) or phosphate buffered saline excipient (PBS) in wild type mice (WT) or mice deleted for *Gcn2* (*Gcn2*<sup>-/-</sup>) or *Atf4* (*Atf4*<sup>-/-</sup>). (a) Percent of body fat mass and percent of body lean mass was measured by EchoMRI before the treatment commenced (Start) and after final injections (End). (b) Percent body weight change between Start and End in WT, *Gcn2*<sup>-/-</sup> and *Atf4*<sup>-/-</sup> mice treated with 8 daily intraperitoneal injections of ASNase or PBS. Data are represented as the average value  $\pm$  standard error of the mean, n=4-6 per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA, P<0.05.

**Supplementary Figure S2:** Deletion of *Gcn2* and *Atf4* genes in mice. (a) RNA read density plots using the Integrated Genome Viewer from the Broad Institute confirm the absence of *Gcn2* exon 12 in *Gcn2*<sup>-/-</sup> mice. (b) RNA read density plots confirm the absence of *Atf4* in *Atf4*<sup>-/-</sup> mice. (c) *Atf4* expression was also assessed by RT-qPCR. Data are represented as the average value  $\pm$  standard error of the mean, n=3 per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA, P<0.05.

**Supplementary Figure S3:** Global changes in hepatic gene expression after 8 daily injections of asparaginase (3 IU per gram body weight, ASNase) or phosphate buffered saline excipient (PBS) in wild type mice (WT, *Atf4*<sup>+/+</sup> and *Gcn2*<sup>+/+</sup>) or mice deleted for *Gcn2* (*Gcn2*<sup>-/-</sup>) or *Atf4* (*Atf4*<sup>-/-</sup>). (a) Cross-comparison Volcano plots show the proportion of genes that differ significantly (highlighted in red) among PBS and ASNase treatment conditions. X-axis represents Log2 (fold change) and Y axis represents the  $-\log(P\text{-value})$ . (b) Principle Component

Analysis (PCA) plot of transcriptome changes induced by ASNase. Data represent the average value of n=3 per group.

**Supplementary Figure S4:** Cluster diagrams of differentially expressed genes from shared Venn categories (B,F,H, I. J) were generated using CIMminer online tool.

**Supplementary Figure S5:** Relative levels of *Eif4ebp1* (a) and *Sestrin2* (b) mRNA measured in liver after 8 daily injections of asparaginase (3 IU per gram body weight, ASNase) or phosphate buffered saline excipient (PBS) in wild type mice (WT, *Atf4*<sup>+/+</sup> and *Gcn2*<sup>+/+</sup>) or mice deleted for *Gcn2* (*Gcn2*<sup>-/-</sup>) or *Atf4* (*Atf4*<sup>-/-</sup>). Data are represented as the average value ± standard error of the mean, n=3 per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA, P<0.05.

**Supplementary Figure S6:** Body composition and tissue responses to asparaginase. (a) Percent body weight change in WT, *Atf4*<sup>+/+</sup> and *Atf4*<sup>-/-</sup> mice treated with 8 daily intraperitoneal injections of asparaginase (3 IU per gram body weight, ASNase) or equivolume phosphate buffered saline (PBS) excipient and killed 8 h after the final injection. (b) Percentage of body fat and lean mass before (Start) and after (End) treatment measured using EchoMRI. \*\*, main effect of strain; i.e., *Atf4*<sup>-/-</sup> mice were leaner than other mouse strains at Start; #, drug x strain interaction; i.e., ASNase reduced fat mass in *Atf4*<sup>-/-</sup> mice only. (c) Percent weight change of liver, pancreas, and spleen relative to body weight. +, main effect of drug; ASNase reduced spleen weight in all strains. (d) Lipid accumulation in livers of mice. Oil Red O stained liver sections (5µm thick) show neutral lipid accumulation. Images were taken at 40X magnification

and the scale bar represents 50  $\mu\text{m}$ . (e) Triglyceride concentrations in the livers of mice measured biochemically. Data are represented as the average value  $\pm$  standard error of the mean,  $n=4-6$  per group. Means without a common letter are different according to Tukey post hoc analysis following ANOVA,  $P<0.05$ .

**Supplementary Figure 7.** Full immunoblots for all representative images displayed in Figures 3-6.

a

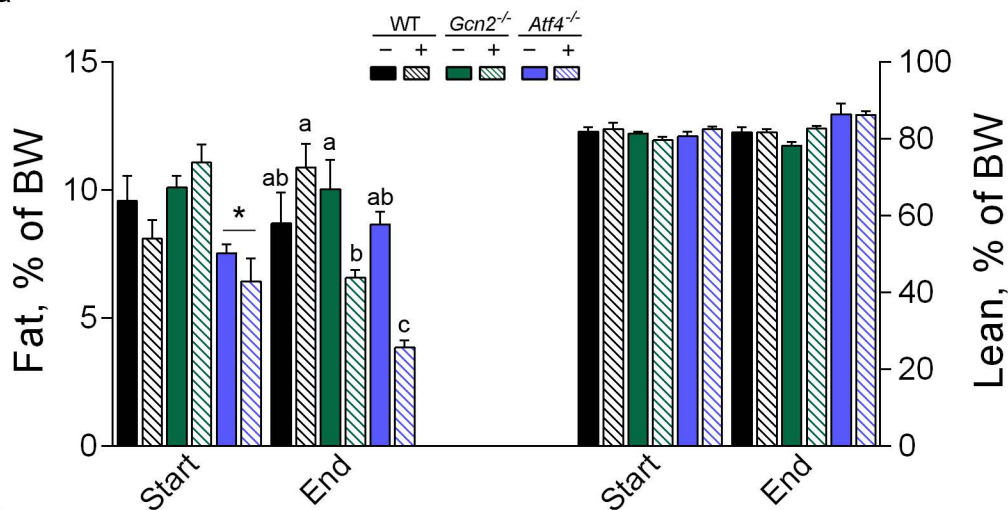

b

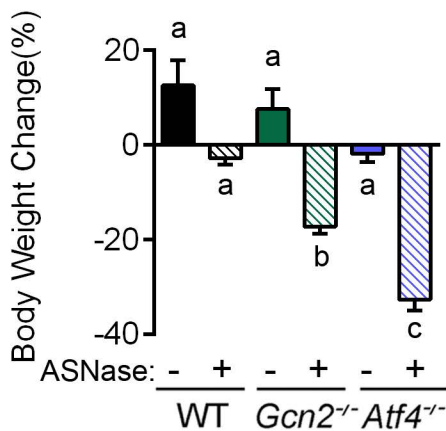

a

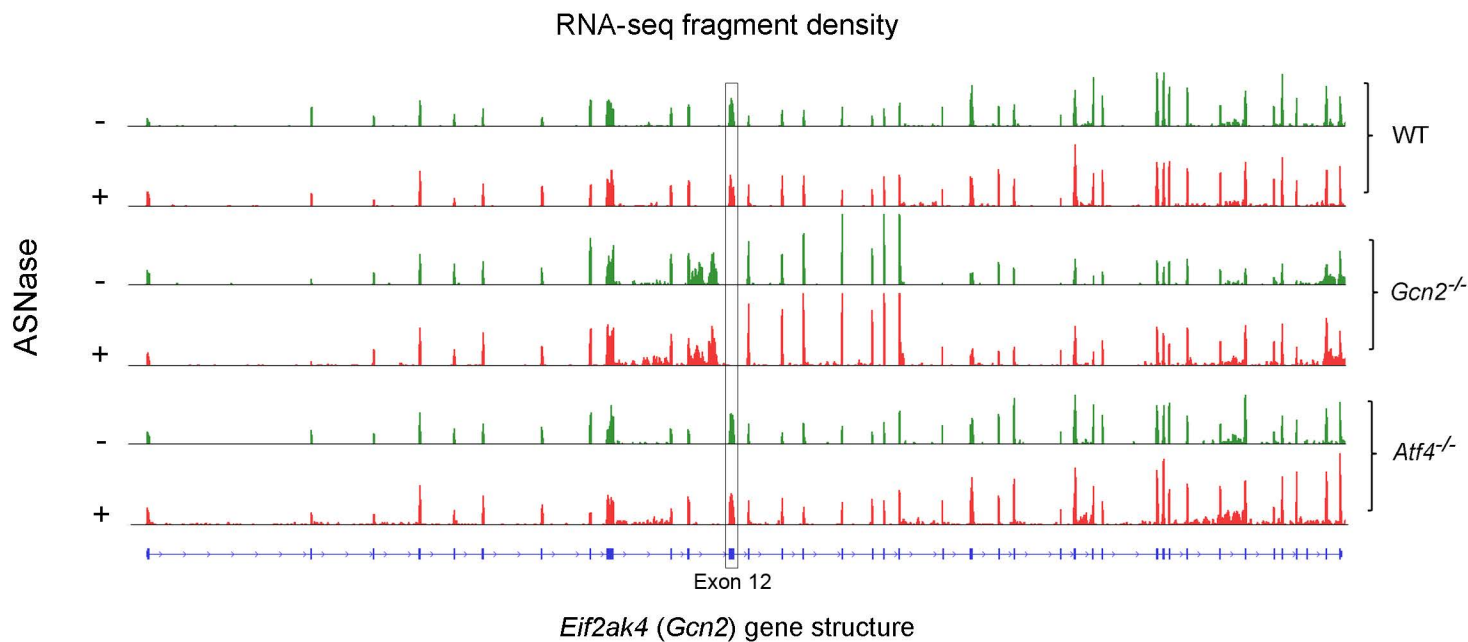

b

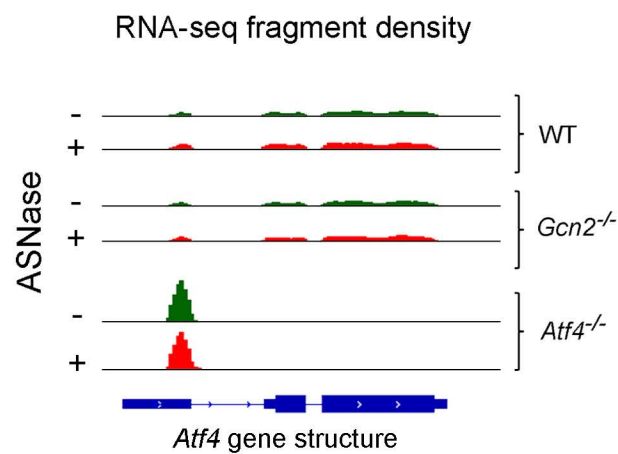

c

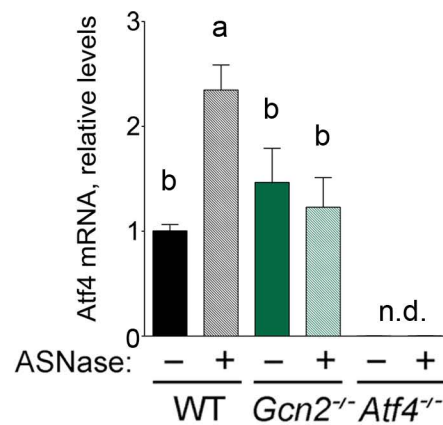

Supplementary Figure S3

a

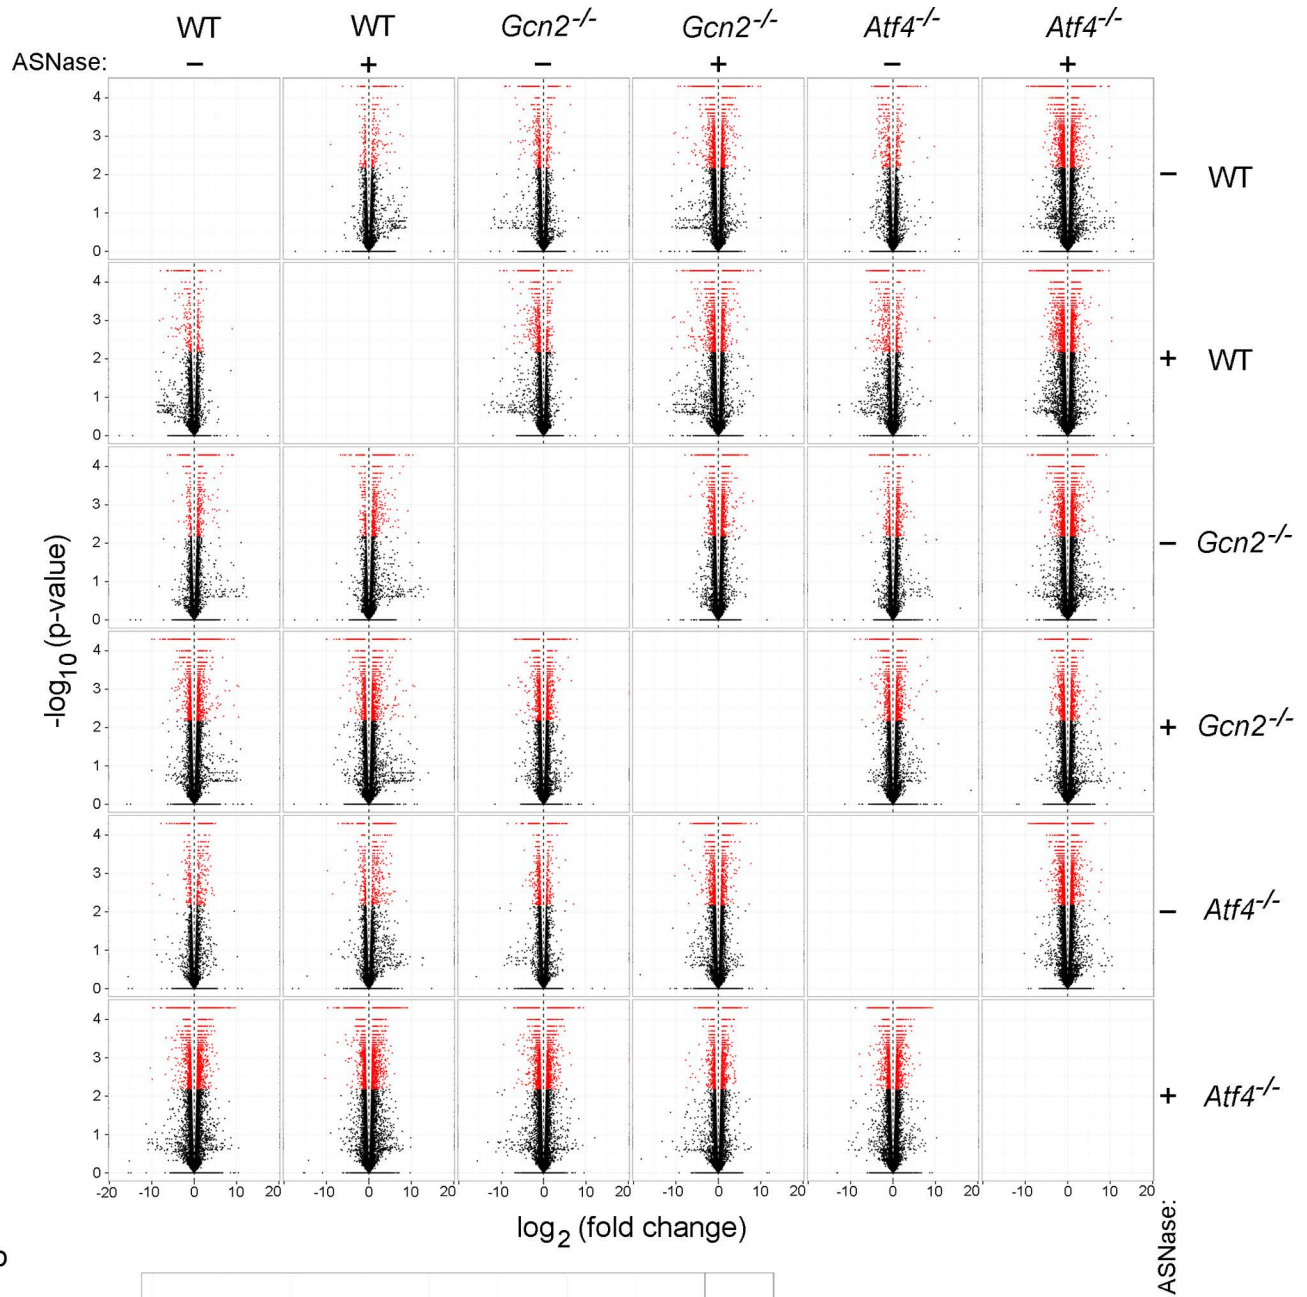

b

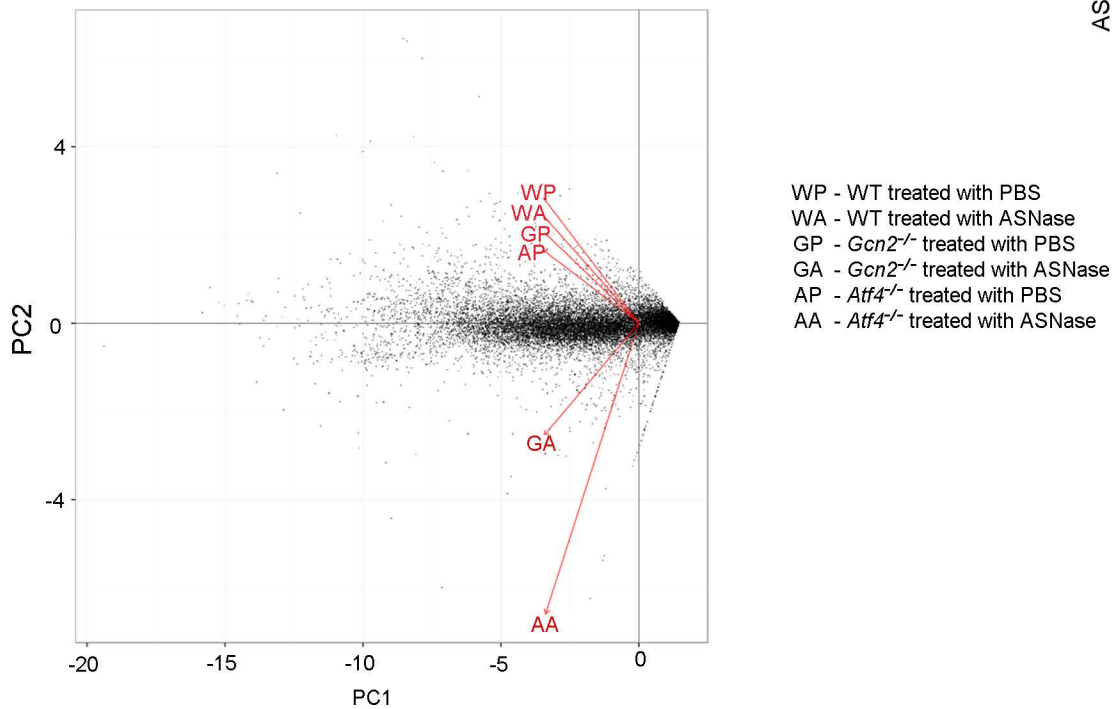

Venn Category B

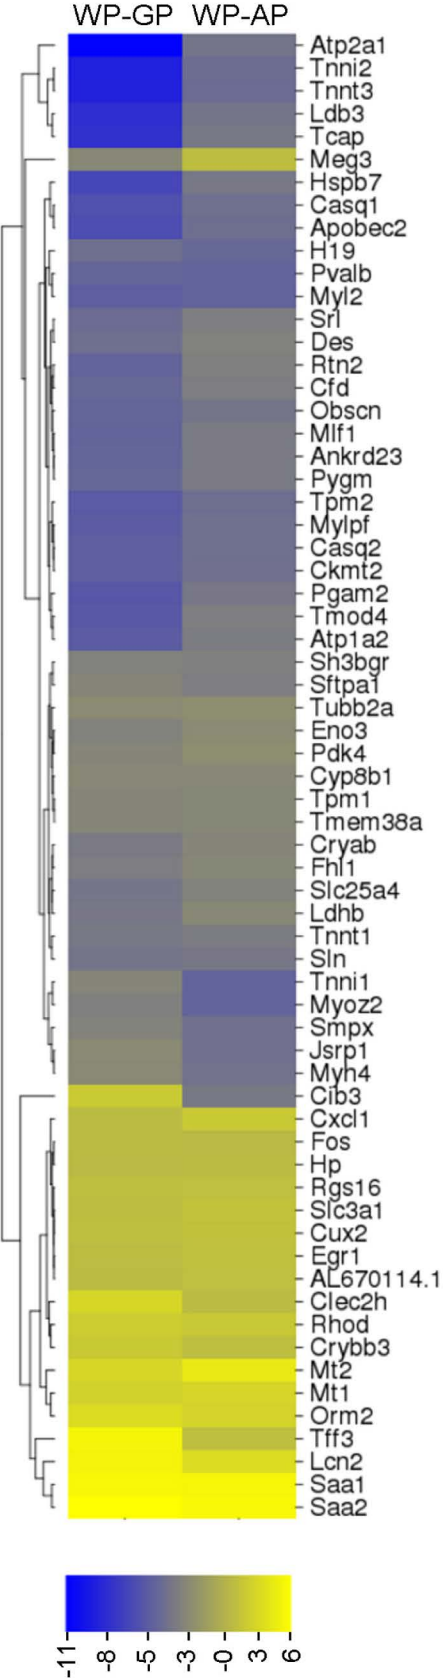

**Legend:**  
WP = Wild type PBS  
WA = Wild type ASNase  
GP = *Gcn2*<sup>-/-</sup> PBS  
GA = *Gcn2*<sup>-/-</sup> ASNase  
AP = *Atf4*<sup>-/-</sup> PBS  
AA = *Atf4*<sup>-/-</sup> ASNase

Venn category F\_1

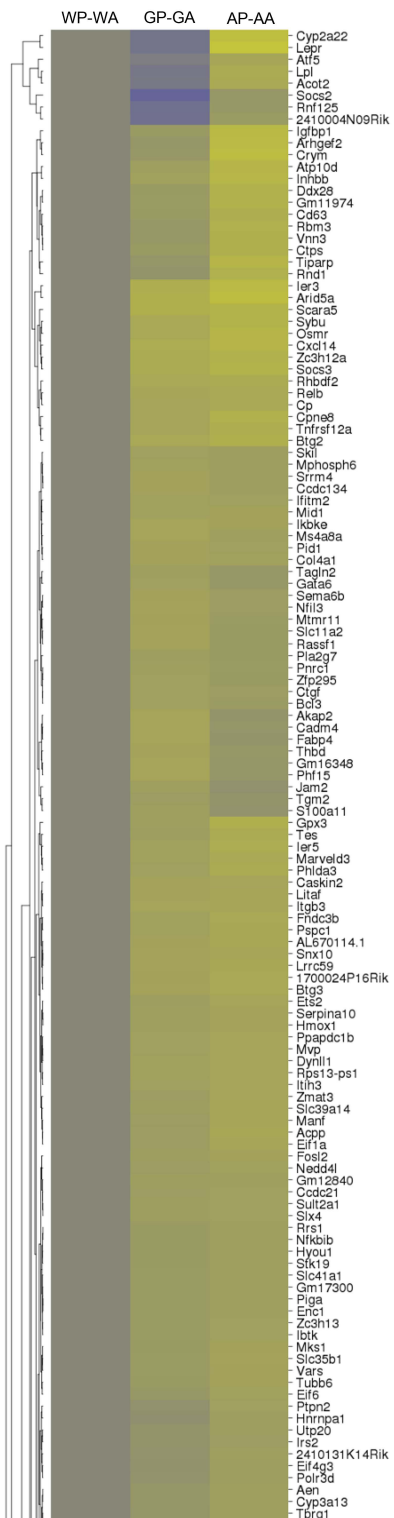

Venn category F\_2

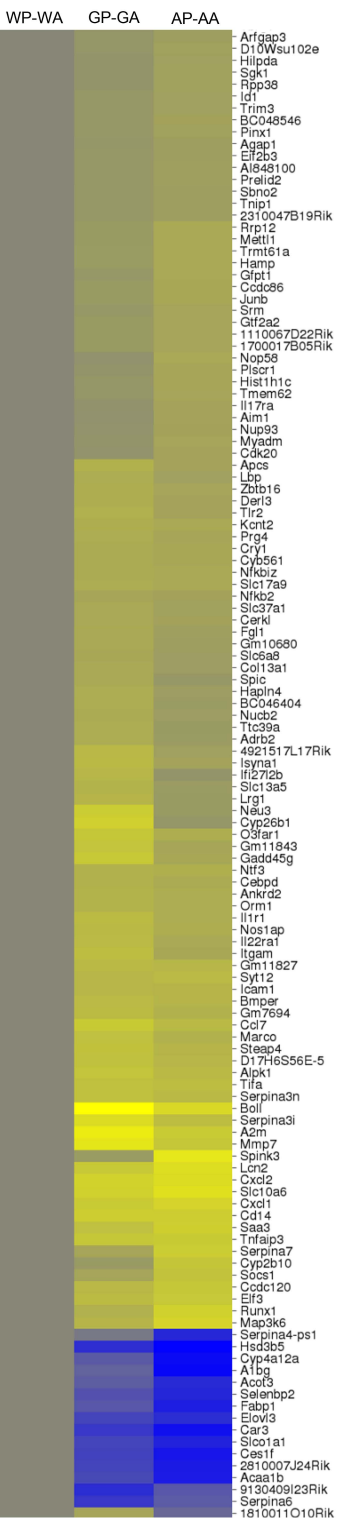

Venn category F\_3

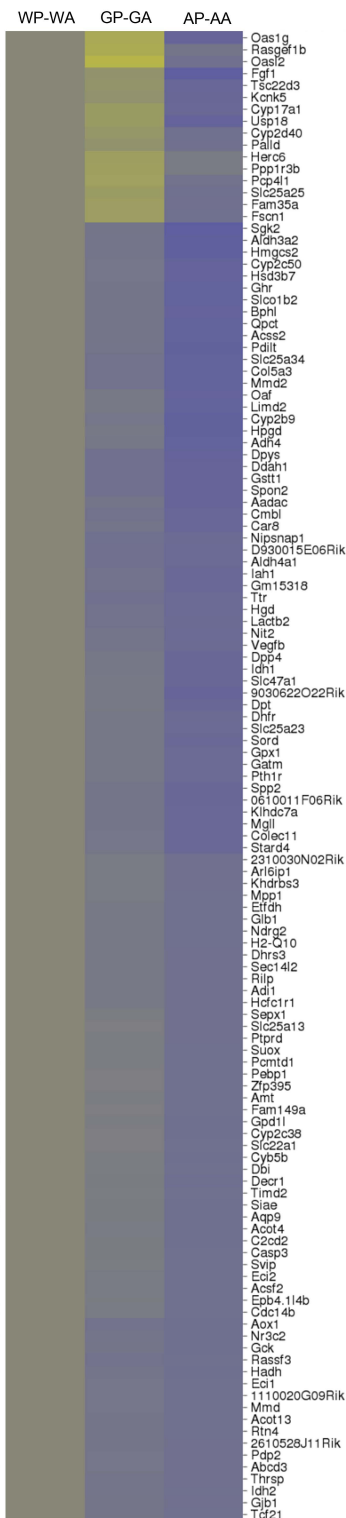

Venn category F\_4

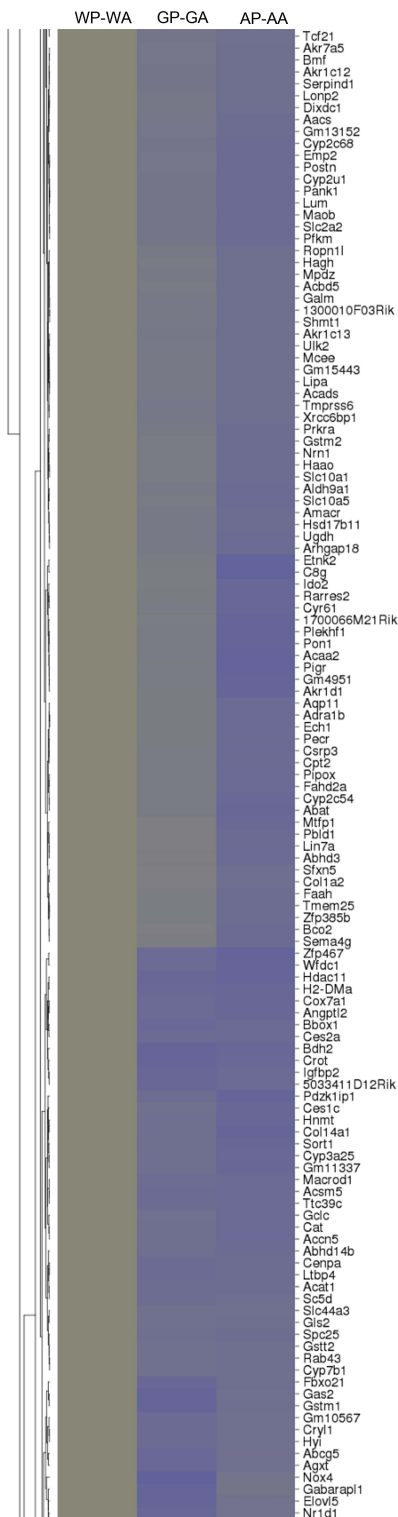

Venn category F\_5

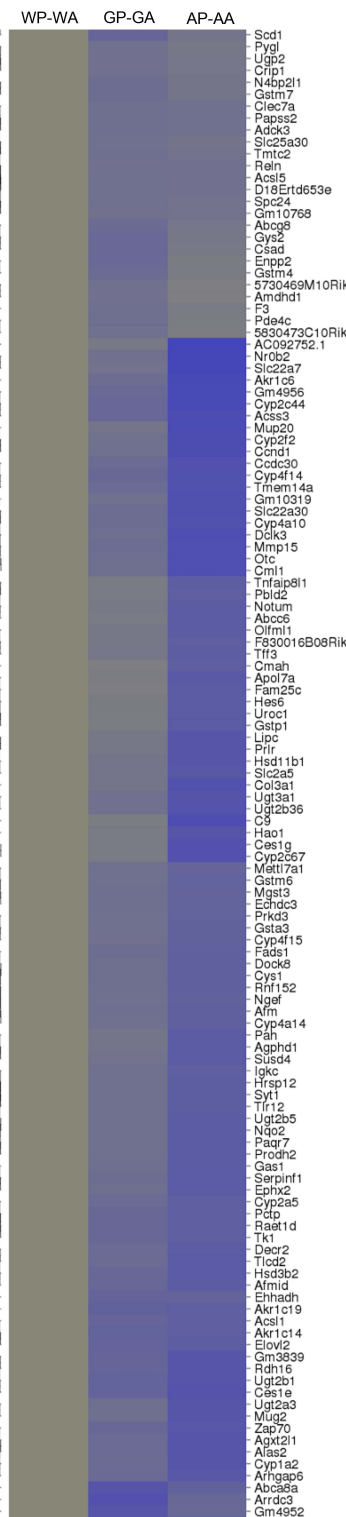

Venn category F\_6

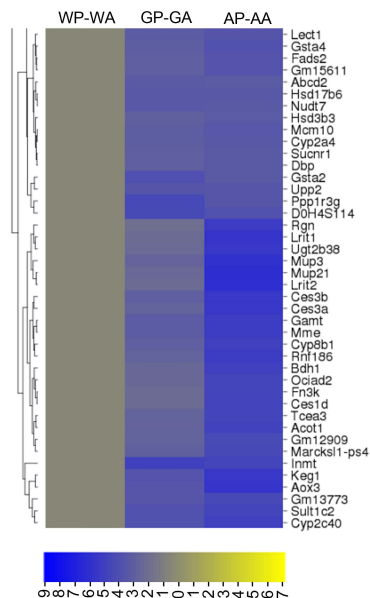

Venn category H

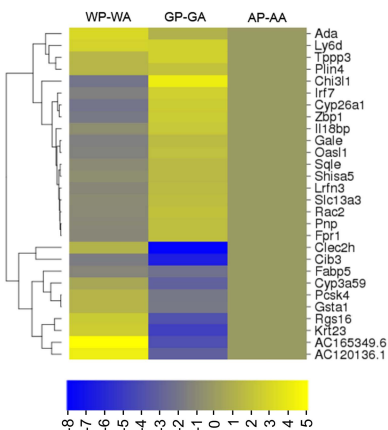

Venn category I

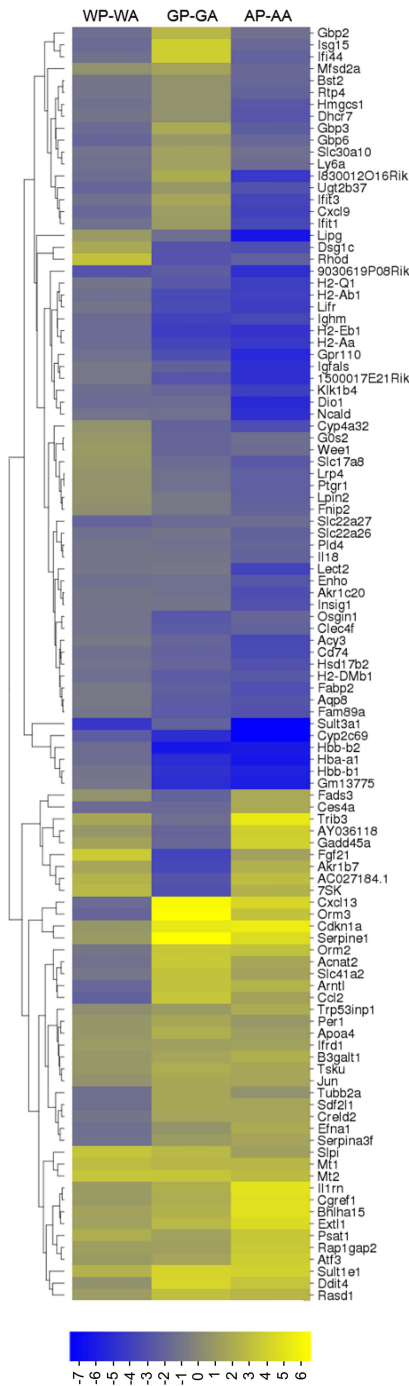

Venn category J

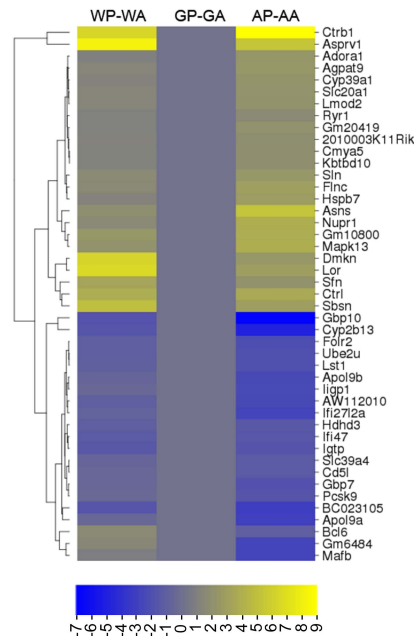

Supplementary Figure S5

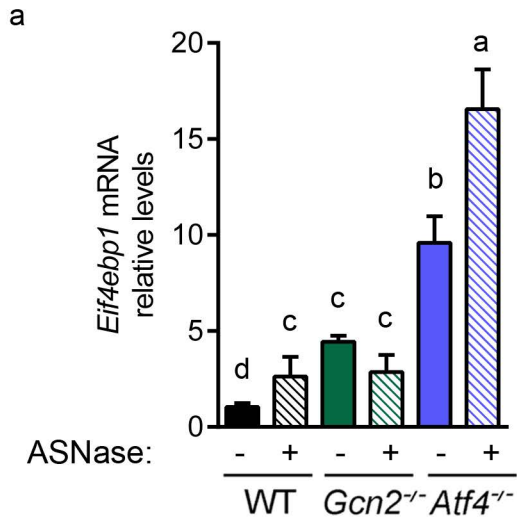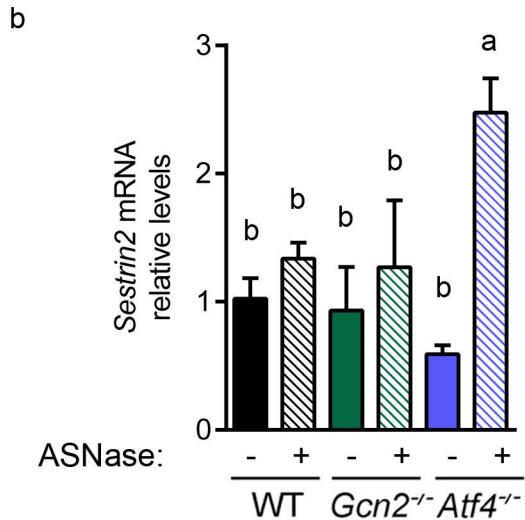

Supplementary Figure 6

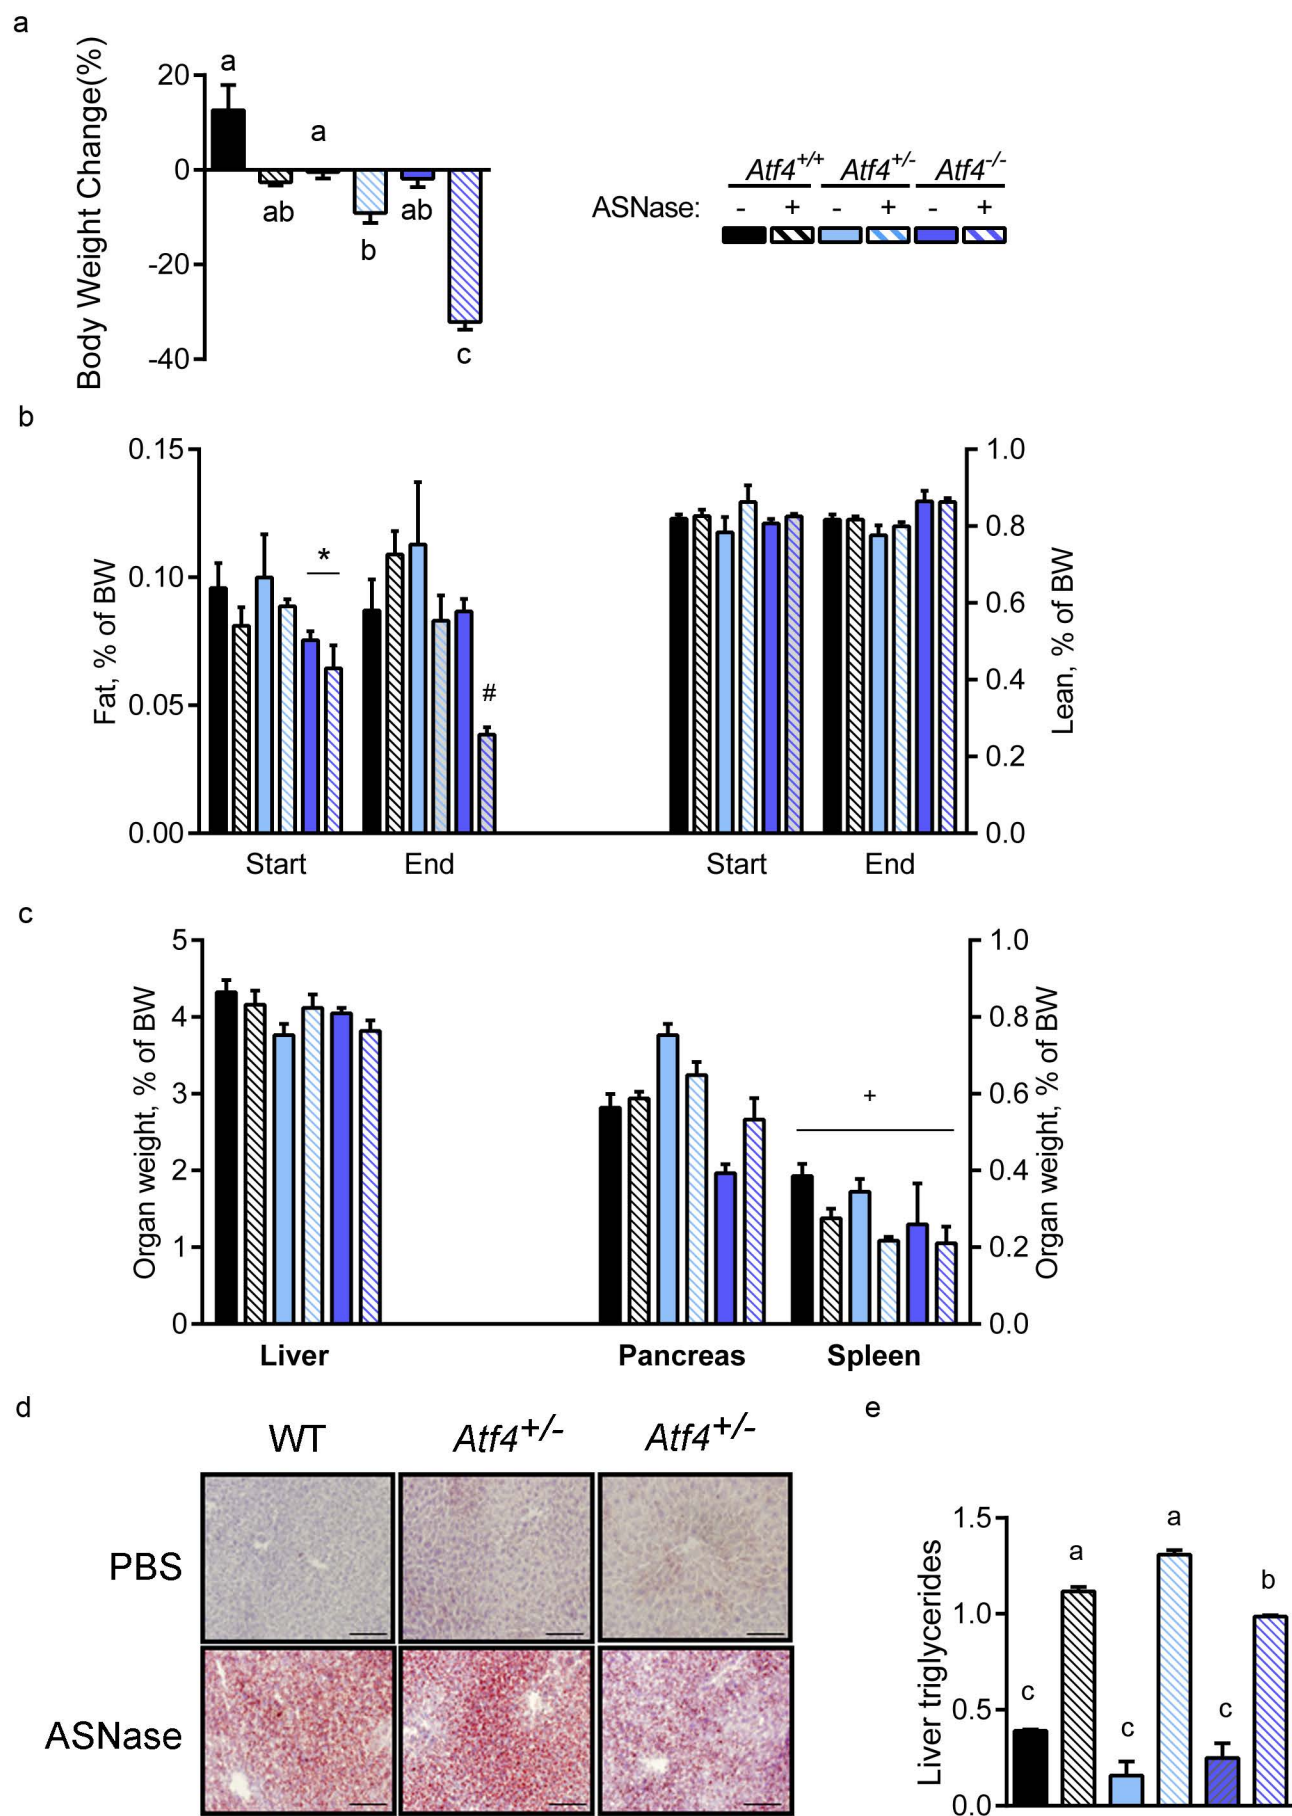

Figure 3. Phosphor-Ser51 eIF2 alpha

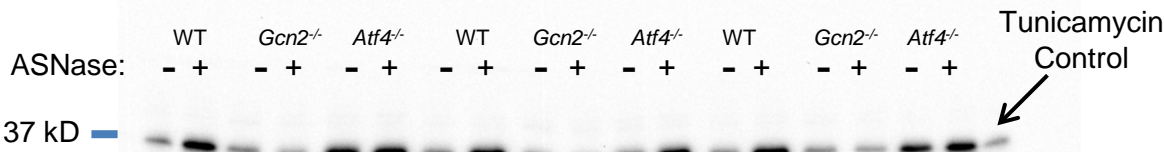

Figure 3. eIF2 alpha total

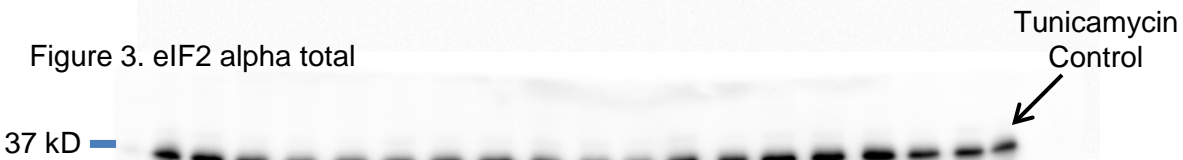

Supplemental Figure 7. Full immunoblots of representative images.

Figure 4. Phosphor-Thr980 PERK

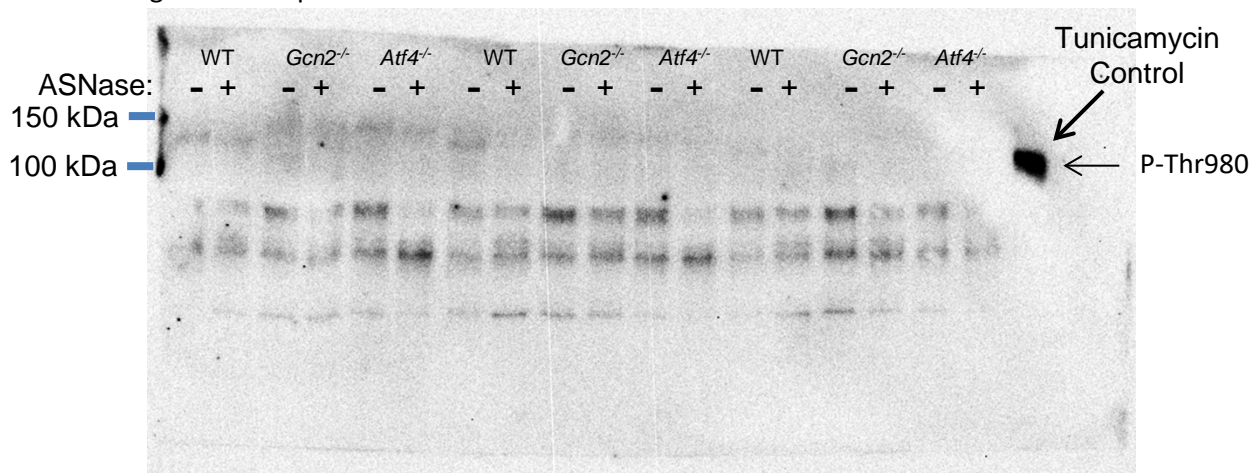

Figure 4. Total PERK

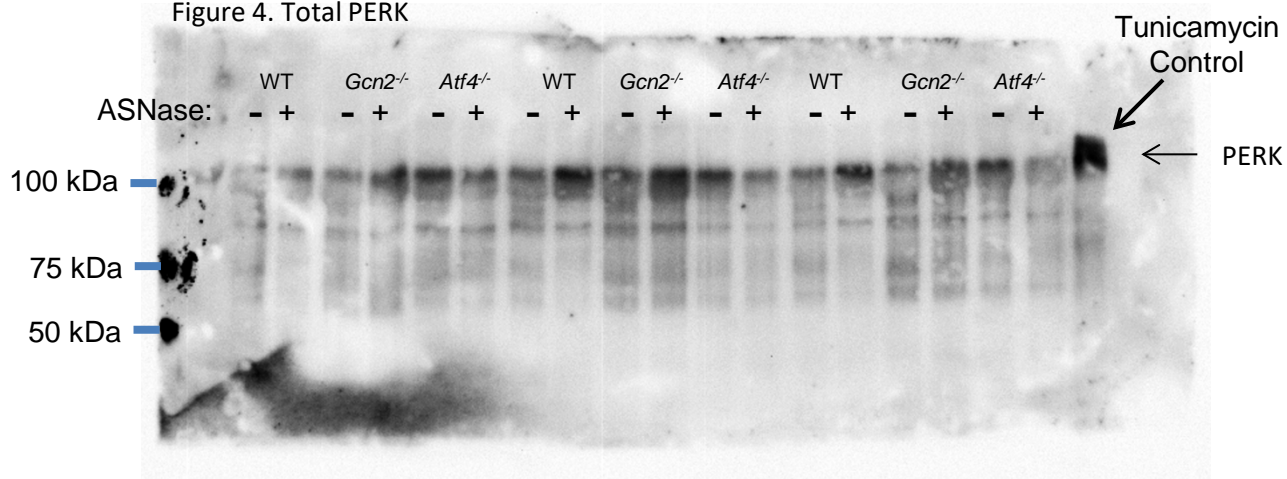

Figure 4. CHOP

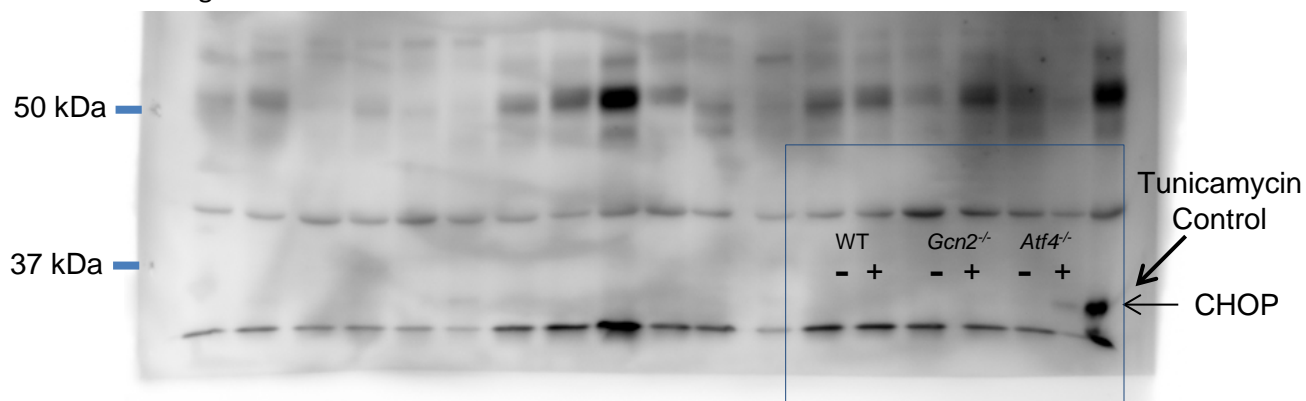

Figure 4. GAPDH

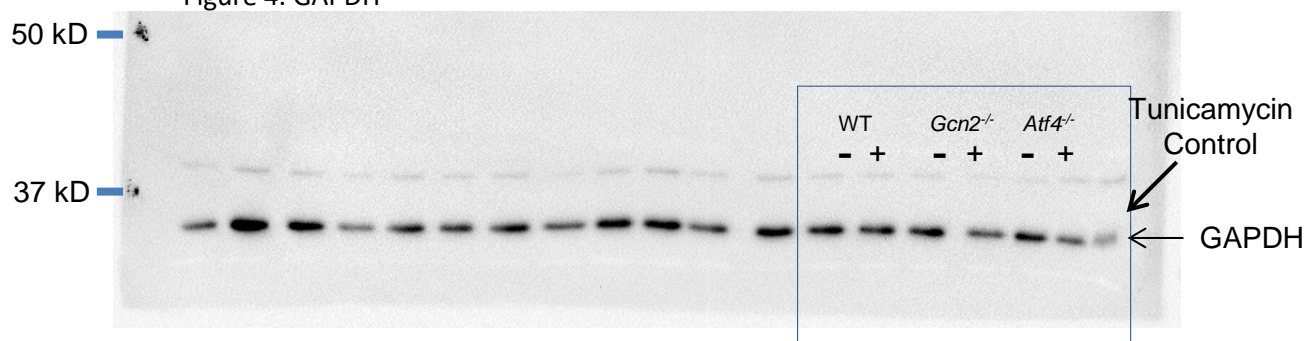

Figure 5. Phosphor-Thr389 S6K1

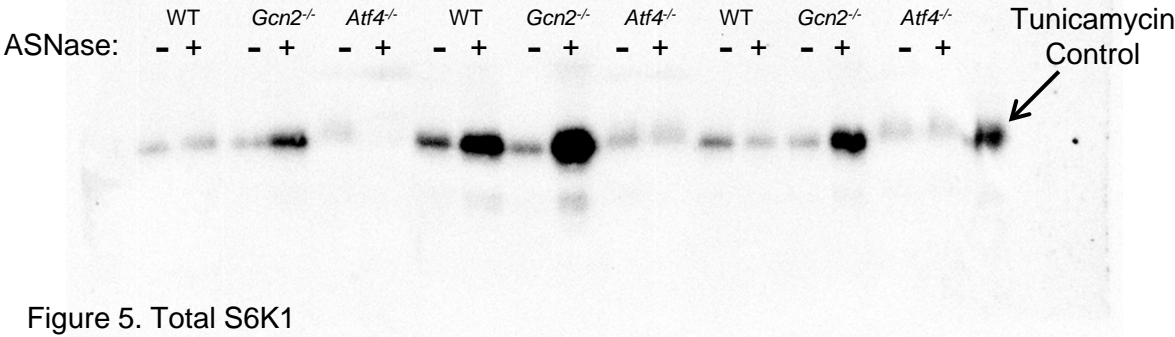

Figure 5. Total S6K1

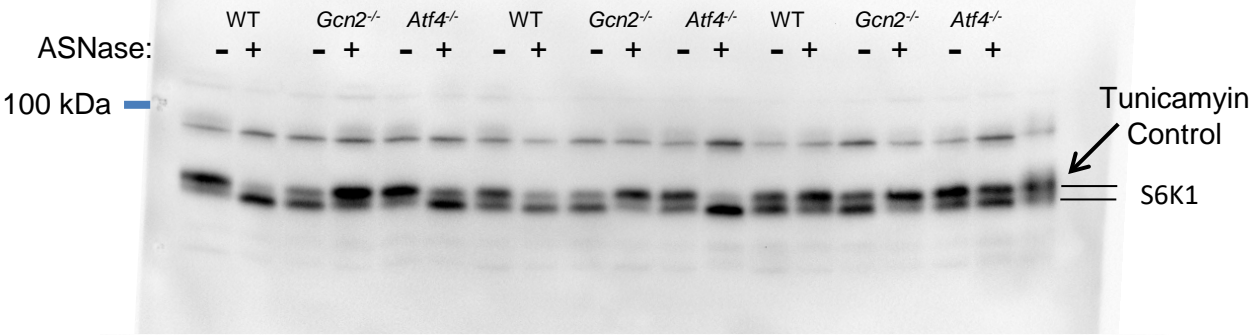

Figure 5. 4E-BP1

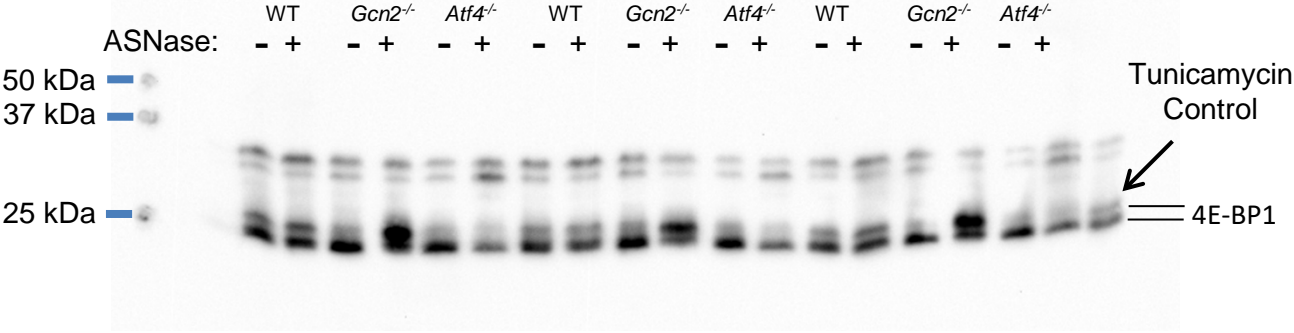

Figure 5. GAPDH

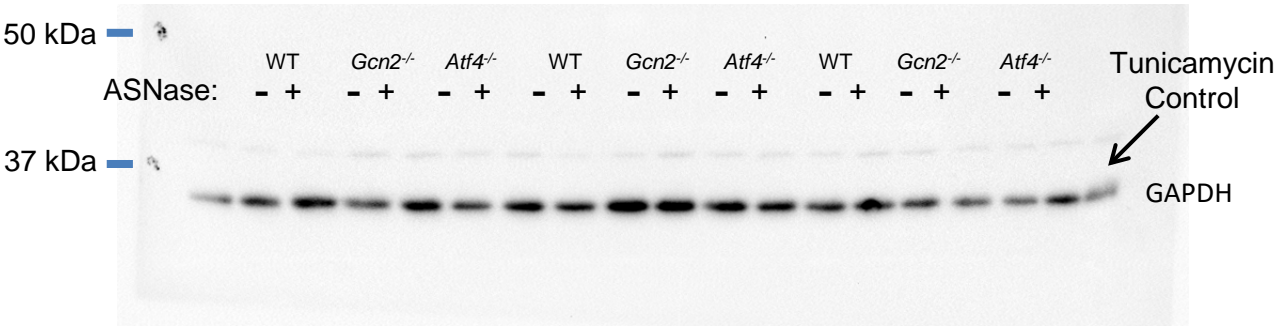

Figure 6. Phosphor-Ser51 eIF2 alpha

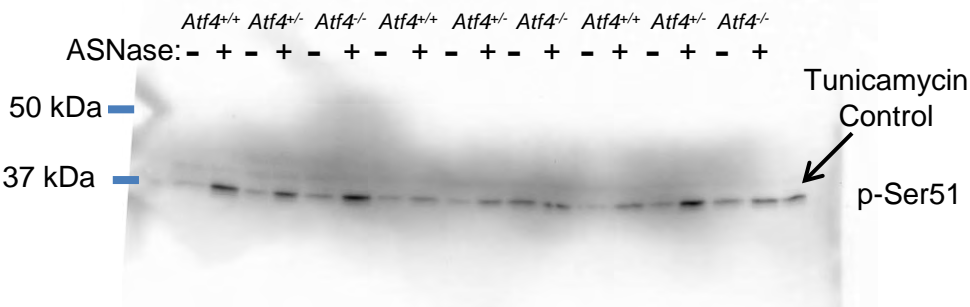

Figure 6. eIF2 alpha total

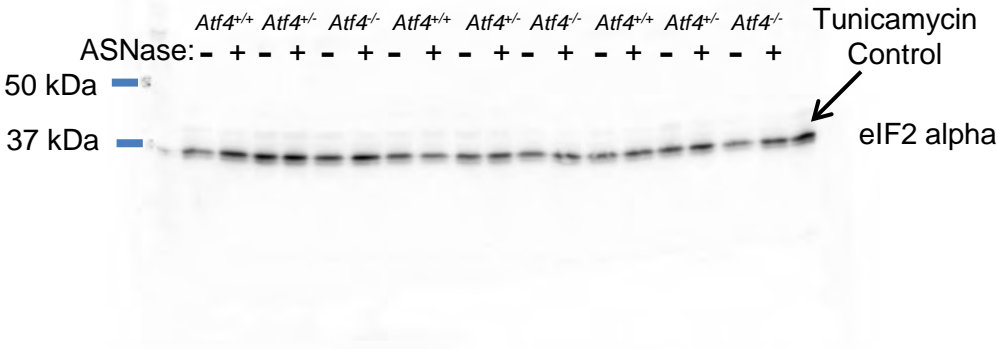

## Legend for Supplementary Tables

**Supplementary Table S1.** Determination of RNA-seq data mapping quality. The table represents mapped percentage of sequenced samples (n=3) of WT, *Gcn2*<sup>-/-</sup> and *Atf4*<sup>-/-</sup> mice after being aligned to the mouse genome.

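By the paper's values, between 85.6% and 93.1% of the reads of a library mapped to the mouse genome. From these reads the deposited table gives 8698 and 8946 genes with FPKM over 3 in the WT PBS and ASNase groups, 8629 and 8928 in the *Gcn2*-/- groups, and 8843 and 8953 in the *Atf4*-/- groups.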

**Supplementary Table S2.** Gene expression profiling of livers from WT, *Gcn2*<sup>-/-</sup> and *Atf4*<sup>-/-</sup> mice treated with PBS or ASNase. Genes altered basally (PBS-injected) divided into three categories: unique to *Gcn2* deletion (A), unique to *Atf4* deletion (C) or common to deletion of either (B). Genes altered by ASNase divided into the following categories: unique to WT (D), unique to *Gcn2*<sup>-/-</sup> (E); common to *Gcn2*<sup>-/-</sup> or *Atf4*<sup>-/-</sup> (F), unique to *Atf4*<sup>-/-</sup> (G), common to WT and *Gcn2*<sup>-/-</sup> (H), common to all strains (I), common to WT and *Atf4*<sup>-/-</sup> (J). Data represent n=3 per group. All differentially expressed genes shown were statistically significant (q value or FDR < 0.1).

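The Cuffdiff intervals of the 2 groups compared were separate for 1258 entries of Table S2, or 49.6%. Overlap in the other entries does not show that a difference is absent and does not test the paper's q values. In the basal categories the intervals were separate for 38.1% of category A, for 72.3% in *Gcn2*-/- and 64.6% in *Atf4*-/- livers of category B, and for 65% of category C. In the ASNase categories they were separate for 66.7% of category D, 45.6% of E and 45.7% of G. In category F they were separate for 35.4% of the genes in *Gcn2*-/- and 65.9% in *Atf4*-/- livers. In category I the shares were 11.2% in WT, 53.3% in *Gcn2*-/- and 67.3% in *Atf4*-/- livers. In category H they were 25% in WT and 60.7% in *Gcn2*-/- livers, and in category J 20% in WT and 62.2% in *Atf4*-/- livers.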

**Supplementary Table S3.** Lists of genes assigned to biological pathways by Ingenuity Pathway Analysis software for Venny categories A-G as depicted in Figure 2B and 2D.

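Table S3 lists genes by pathway as the pathway software assigned them, mostly under human gene names. A name was matched when the deposited table holds a mouse gene of the same name without regard to case. Of 45 names under cytochrome P450 mediated degradation in category F, 32 matched, and of 33 under PXR, FXR and LXR signaling 26 matched. In category G, 41 of 42 names under eIF2 signaling and 8 of 10 under cholesterol biosynthesis matched. Names without a match, among them human cytochrome P450 genes, were left out, and lists with fewer than 3 matched genes were not tested as lists.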

**Supporting Table S1.**

| Sample Name   | Number of Reads | Number of Mapped Reads | % of mapping | Median FPKM (isoforms) | Mean FPKM (isoforms) | Num of transcripts (FPKM > 1) | Num of transcripts (FPKM > 0.1) | Num of Genes (FPKM > 1) | Num of Genes (FPKM > 0.1) |
|---------------|-----------------|------------------------|--------------|------------------------|----------------------|-------------------------------|---------------------------------|-------------------------|---------------------------|
| WT_PBS_0      | 32819600        | 28661655               | 87.3309      | 0.267                  | 21.5                 | 12256                         | 16507                           | 10741                   | 13853                     |
| WT_PBS_1      | 34805250        | 31198176               | 89.6364      | 0.324                  | 23.1                 | 12394                         | 16920                           | 10927                   | 14253                     |
| WT_PBS_2      | 38876037        | 35118530               | 90.3346      | 0.428                  | 20.8                 | 13007                         | 17393                           | 11380                   | 14437                     |
| WT_ASN_0      | 36113053        | 31702489               | 87.7868      | 0.354                  | 21                   | 12582                         | 17163                           | 10992                   | 14344                     |
| WT_ASN_1      | 41524626        | 38190405               | 91.9705      | 0.558                  | 20                   | 13541                         | 18125                           | 11828                   | 15099                     |
| WT_ASN_2      | 39539927        | 34719840               | 87.8096      | 0.29                   | 19.7                 | 12392                         | 16788                           | 10828                   | 14032                     |
| GCN2_KO_PBS_0 | 34673607        | 30427066               | 87.7528      | 0.259                  | 19.8                 | 12156                         | 16443                           | 10669                   | 13828                     |
| GCN2_KO_PBS_1 | 36683796        | 33550168               | 91.4577      | 0.214                  | 22                   | 11868                         | 16205                           | 10433                   | 13555                     |
| GCN2_KO_PBS_2 | 38346900        | 34763978               | 90.6566      | 0.257                  | 22.7                 | 12170                         | 16480                           | 10671                   | 13778                     |
| GCN2_KO_ASN_0 | 32430908        | 29692330               | 91.5557      | 0.302                  | 23.8                 | 12590                         | 16643                           | 10980                   | 13851                     |
| GCN2_KO_ASN_1 | 33266075        | 29751635               | 89.4354      | 0.19                   | 25.8                 | 11843                         | 15976                           | 10442                   | 13393                     |
| GCN2_KO_ASN_2 | 35564155        | 32616474               | 91.7117      | 0.256                  | 21.1                 | 12256                         | 16403                           | 10727                   | 13680                     |
| ATF4_KO_PBS_0 | 41066020        | 36904486               | 89.8662      | 0.339                  | 20.6                 | 12668                         | 16976                           | 11082                   | 14092                     |
| ATF4_KO_PBS_1 | 38721303        | 33159631               | 85.6367      | 0.309                  | 20.8                 | 12512                         | 16839                           | 10903                   | 14015                     |
| ATF4_KO_PBS_2 | 39172739        | 34207403               | 87.3245      | 0.269                  | 20.9                 | 12274                         | 16631                           | 10755                   | 13853                     |
| ATF4_KO_ASN_0 | 36547497        | 33476011               | 91.5959      | 0.202                  | 21.6                 | 11728                         | 16103                           | 10303                   | 13458                     |
| ATF4_KO_ASN_1 | 43122273        | 38467984               | 89.2068      | 0.354                  | 20.1                 | 12720                         | 17093                           | 10967                   | 14165                     |
| ATF4_KO_ASN_2 | 43068901        | 40107544               | 93.1241      | 0.283                  | 19.8                 | 12293                         | 16774                           | 10717                   | 13923                     |

How the deposited data were processed for this re-analysis (not part of the article)

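RNA-Seq of liver was analysed for 18 mice: WT, *Gcn2*-/- and *Atf4*-/- mice, each given 8 daily injections of ASNase (3 IU per gram body weight) or PBS, 3 mice per group. Groups were formed from the sample labels and the paper. The labels give 7.5 h between the last injection and collection and ages up to 16 weeks, and the paper gives 8 h and up to 12 weeks. The authors prepared poly-A libraries, aligned single-end reads to mm10 with TopHat and Bowtie, assembled and merged transcripts with Cufflinks and Cuffmerge, and estimated expression with Cuffdiff. The table the authors deposited holds FPKM values, which Cuffdiff estimated for each group from its 3 libraries together, with the bounds of an interval and a status for each value. It holds 37303 genes and 6 groups. The bounds are in FPKM as well, were made by the authors' Cuffdiff run, and reach no lower than 0. All value columns were mapped to a group, and 0 columns were left outside the map. Values of single libraries, raw counts and the authors' q values for all genes were not used here.

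Depth per library is known from Table S1 of the paper and lies between 32430908 and 43122273 reads by the paper's values. The FPKM values carry no counts, so the precision of each value was taken from its Cuffdiff interval. Among genes with FPKM over 3 the median distance from the value to the edge of its interval was 51.8% of the value in WT PBS, 52.5% in WT ASNase, 51.3% in *Gcn2*-/- PBS, 52.5% in *Gcn2*-/- ASNase, 52.3% in *Atf4*-/- PBS and 54.2% in *Atf4*-/- ASNase. Intervals of this width allow only large differences to be told from the error of a value. Of the values, 160 had a status other than OK, and 45 genes had no estimate in at least 1 group, among them abundant liver genes such as *Alb*, *Apoe* and *Trf*. Such a gene is described only in groups where its status was OK, as *Hp* and *Saa1* under PBS. An exact 0 is reported only as listed at 0, and no fold was computed against it for a single gene. In a list's median a value of 0 entered as log2 of the pseudocount.

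The tests set before the data were examined were linear models on log2 values of single libraries, with adjusted p-values and gene set tests. They need a value per library and could not be fitted. In their place, groups were compared on log2(FPKM + 0.1), a scale on which the fold changes of low genes are understated. A gene was eligible in a comparison when both values had the status OK and were above 0 and either was over an FPKM of 3. It was called when in addition the absolute log2 difference was over 1.5 and the intervals did not overlap. The FPKM and fold limits are those of the supplementary methods of the paper. After ASNase a gene called in at least 1 strain was counted in every strain in which its intervals were separate, and so sorted to the categories of the paper. This rule was written before the counts were seen, except that genes listed at 0 were then still included. They were left out after the counts and their overlap with Table S2 had been seen, because a listed 0 can be a failed estimate and because the first rule failed on simulated data, and the noise of the simulation was revised at the same time. Under the first rule the counts were 192 and 182 for the basal comparisons and 179, 423 and 816 genes called after ASNase in WT, *Gcn2*-/- and *Atf4*-/- livers. Responses were said to differ between strains when the difference of their log2 changes was over 1.5 and over the root of the summed squared errors of the 4 values on the log2 scale, a rule chosen after seeing the data. No p-value was computed, and no difference has a replicate check.

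The calling rule was tested on simulated data made from the real values, with 200 genes changed 16-fold. With noise as seen between groups, 81.5% of the changed genes were called and 0 unchanged ones, among 8888 eligible genes. With noise as wide as the intervals, 79.5% of the changed genes and 64 unchanged genes were called among 8929, and 69 genes were called in an unchanged ASNase response. Of 200 random gene lists, 4% had a median outside the 2.5 to 97.5 percentiles, and a list shifted by 2 SD came out at percentile 100. For the shared WT PBS group, 100 pairs of unchanged groups were simulated with noise as wide as the intervals, once with 1 width of interval per gene and once with intervals that scale with the value.

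Gene lists were compared with 10000 random lists of the same size, matched on mean expression in 20 bins (random seed 1). They were the heat map genes of Fig. 3b, the pathway lists of Table S3 with at least 3 matched names, ribosomal protein genes, further targets of the integrated stress response, ER chaperones and cholesterol synthesis genes outside Table S3, interferon response genes, and markers of skeletal muscle, pancreatic acinar cells, lung epithelium, erythroid cells, adipose tissue, neutrophils, adrenal cortex, skin, B cells and hepatocytes and of the sex of the mice. All were written before the data were examined, apart from a second list of skeletal muscle genes. A gene was taken to follow the muscle list when its log2 values correlated over 0.95 with the mean log2 values of the list across the 6 groups and ranged over more than 1.5, a rule chosen after seeing the data. Ribosomal protein genes were taken by name, without pseudogenes and Rps6k kinases. Genes are named by a rule set before the data were examined: those the paper names for the RNA-Seq, those of the lists, and the 3 called genes with the largest rise and the 3 with the largest fall in each of the 5 comparisons. The condition in that rule that every library lie beyond those of the other group could not be applied, and some single genes that the rule takes are not reported here. Gene positions are from GENCODE release 21 on GRCm38 (mm10), in which 35446 of the gene identifiers were matched. The table uses 267 gene names for more than 1 identifier. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

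The alternatives were a pseudocount of 1, an FPKM limit of 1 and no filter on low values, quantile normalization and median-ratio scaling between groups, the fold limit on the plain ratio of group FPKM, a fold limit of 1 and, for the categories, interval and fold limit in each strain. Chosen after seeing the data were the combined interval in place of separate intervals, no condition on the intervals, protein-coding genes only, and basal genes without those that follow the muscle list. The rule as first written, before the counts were seen, which includes genes listed at 0 in 1 group, was kept as a further alternative. The RT-qPCR, immunoblot and histology measurements of the paper were not analysed here.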

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

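Of the tests that follow, those on a second list of muscle genes, on the pancreatic, lung and squamous genes as sources, and on normalization for the interferon and ER chaperone genes were chosen only after the result was seen, while those on single libraries and on the haemoglobin genes were set before, the latter for each library and adapted afterwards to 1 value per group. All values are 1 estimate per group, with no replicate check.

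Genes of skeletal muscle, which the paper does not discuss as such, were high in WT livers. The list of 15 had a median of 53.99 FPKM in WT PBS, against 0.0328 in *Gcn2*-/- PBS and 5.65 in *Atf4*-/- PBS livers. Its most abundant gene, *Acta1*, was listed at 161 FPKM in WT PBS (interval 0 to 497) and at 277 in WT ASNase, against 0.0528 and 10.0 in the PBS groups of *Gcn2*-/- and *Atf4*-/-, and *Ckm* at 75.9 (39.3 to 113), 0.0215 and 6.65. The study picked 13 of the 15 genes into the basal categories of Table S2. A candidate explanation is RNA of skeletal muscle in the WT libraries. It was tested on a second list of 30 names, 29 of them in the table, of which 15 are outside Table S2, and 15 of these 15 were lower in both knockouts. Their median FPKM was 1.52 in WT PBS, 0.0355 in *Gcn2*-/- PBS and 0.192 in *Atf4*-/- PBS, and the median log2 differences of −3.54 and −2.66 lay at percentiles 0 and 0.035 of matched random lists. Whether the signal came from 1 library or from all 3 of the WT PBS group cannot be told apart, because the 53.99 FPKM is 1 value for the 3 libraries. An effect of either deletion on these genes in liver cells stays open as the biological explanation and was not tested.

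Genes of pancreatic acinar cells were high after ASNase in WT and *Atf4*-/- livers. The list of 13 had a median of 17.6 FPKM in *Atf4*-/- ASNase and 4.57 in WT ASNase livers, against 0.0522 in WT PBS and 0.0656 in *Atf4*-/- PBS, and a median of 0 in both *Gcn2*-/- groups. The most abundant was *Ctrb1*, at 176 FPKM in *Atf4*-/- ASNase, 19.7 in WT ASNase and 0.0180 in *Gcn2*-/- ASNase livers. After ASNase 13 genes were higher in *Atf4*-/-, 12 in WT and 0 in *Gcn2*-/- livers. The study picked 5 of them into Table S2, and of the other 8, 7 rose in both WT and *Atf4*-/- livers. Across the 13 genes, which are not independent, Spearman's rho between the FPKM of WT ASNase and *Atf4*-/- ASNase was 0.802, as RNA of acinar cells in those libraries would give, and this may be its source. Single libraries and the whole group cannot be told apart from the 17.6 FPKM, 1 value for 3 libraries. An induction of these genes in liver by ASNase stays open and was not tested.

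Genes of lung epithelium were high in WT PBS livers alone. The highest value was 104 FPKM, that of *Scgb1a1*, and the median of the list was 1.68 FPKM against 0.265 in WT ASNase and less in the other groups. All 7 of 7 genes of the list were higher in WT PBS than in every other group, among them 4 that are not in Table S2. The paper does not discuss these genes. RNA of lung epithelium in the WT PBS libraries cannot be told apart from a loss of these transcripts from liver cells after ASNase and in both knockouts, since either would give 7 of 7.

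Squamous epithelial genes were high in WT ASNase livers. The skin list had a median of 6.80 FPKM there and 0.0886 in WT PBS, with the highest value, 62.2 FPKM, in *Krtdap*, and 6 of its 7 genes were higher after ASNase in WT livers. In *Atf4*-/- ASNase livers the median was 1.26 and in *Gcn2*-/- ASNase livers 0.00819. The study picked 2 of the 7 into Table S2. Of the 5 others, 3 rose by more than the fold limit in WT livers. With so few genes of the list, RNA of skin or another squamous epithelium in the WT ASNase libraries cannot be told apart from a rise of single genes. No biological explanation was tested.

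Haemoglobin and other erythroid genes fell after ASNase in the knockouts, which the paper does not discuss. The 6 genes of the list that were matched had a median log2 change of −5.26 in *Atf4*-/-, −4.45 in *Gcn2*-/- and −0.97 in WT livers. Their median FPKM went from 33.5 to 0.634 in *Atf4*-/- and from 24.6 to 0.919 in *Gcn2*-/- livers, and the highest value in any group was 122 FPKM in WT PBS. All 6 fell in both knockouts, and 4 are in Table S2. *Alas2*, an enzyme of haem synthesis in erythroid cells, had a log2 change of −3.51 in *Atf4*-/- livers, from 36.6 to 3.13 FPKM. Fewer reticulocytes or less blood left in the liver after ASNase predicted a fall of *Alas2* together with the haemoglobin genes, and it fell. Since *Alas2* is 1 of the 6 genes of the list, its fall is part of the pattern and no separate test. The tables do not separate an effect of ASNase on blood cells from a difference in how much blood the livers held.

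Interferon response genes, which the paper does not discuss, moved in opposite directions after ASNase. All 21 genes of the list were higher in *Gcn2*-/- livers, with a median log2 change of 1.29, and all 21 were lower in WT (−0.92) and *Atf4*-/- livers (−1.63). These medians lay at percentiles 100, 0 and 0 of matched random lists. Under PBS the medians against WT were −0.54 in *Gcn2*-/- and −0.46 in *Atf4*-/- livers. The PBS and ASNase intervals were separate for 3 of the 21 genes in *Gcn2*-/-, 2 in WT and 8 in *Atf4*-/- livers, so most single genes do not exceed their error. The *Gcn2*-/- response minus that of WT was positive for all 21 genes, with a median of 2.29 at percentile 100, and the *Atf4*-/- response minus that of WT had a median of −0.83 at percentile 0.06. The normalization of the libraries was tested as a cause, and the median in *Gcn2*-/- livers stayed at 1.19 or above under quantile normalization and median-ratio scaling, where all 21 genes kept their directions. Loss of *Gcn2* may raise these genes after ASNase, a hypothesis found in these data. A difference in the immune cells of the livers was not tested.

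ER chaperone and degradation genes outside Table S3 rose in *Gcn2*-/- livers too, while the paper reports components of ER stress for *Atf4*-/- livers. The median log2 change of the 15 genes was 0.70 in *Gcn2*-/- livers, with 15 of 15 higher, at percentile 100 of matched random lists. The intervals were separate for 2 of the 15 in *Gcn2*-/-, 3 in *Atf4*-/- and 0 in WT livers. Library normalization was tested as a cause, and the median in *Gcn2*-/- livers stayed at 0.67 or above under quantile normalization and median-ratio scaling. A rise of ER chaperones in both knockouts after ASNase is a hypothesis that these data suggest, and splicing of *Xbp1* cannot be read from gene-level FPKM.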

How the results depend on the processing

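The test on the muscle profile and the alternatives marked as such were chosen only after the result was seen. Of the alternatives set before the data were examined, those that need a value per library were not run: sex as a covariate, the replicate block, a fit of each comparison on its own groups, robust eBayes with array weights, leaving out each replicate in turn, an adjusted p-value under 0.05, and the gene set tests fry and camera. No paired analysis was possible because the deposited table holds 1 value per group and its columns carry no replicate numbers. Over all results that answer a comparison and all alternatives run, 233 values stayed on the same side, 37 counts or shares moved, 4 became weaker and 1 reversed. Among the 233, the share of genes on the cytochrome P450 and nuclear receptor lists that were lower in both knockouts could not change under the pseudocount or the filters. These settings leave the signs of its genes as they are.

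Under the alternatives set before the data were examined, the pseudocount of 1, both scalings and the fold limit of 1 left every count of genes within 1.5 times of the one reported, and so did the ratio of group FPKM, which was not run for the genes whose response differs between strains. No scaling moved the median log2 change of all genes by more than 0.1 or the share of higher calls by more than 10 percentage points. With no filter on low values, the basal counts were 144 in *Gcn2*-/-, 153 in *Atf4*-/- and 77 in both, against 93, 101 and 51, category D held 83 genes against 46, and 671 genes responded differently in *Gcn2*-/- and WT livers against 399. More genes were tested in these counts, low genes included. With interval and fold limit required in each strain, category J held 13 genes against 21, since fewer genes can pass. Under quantile normalization the mean change of the cholesterol biosynthesis list in *Gcn2*-/- livers reversed from −0.06 to 0.11, while the median on the deposited values was already 0.13, and the cause was not tested. The UPR list in *Gcn2*-/- livers had a mean change of 0.093, and its median lay at percentile 97.7. The percentile of the median fell below the upper limit under the FPKM limit of 1 (97.34, mean 0.093), with no filter (97.38, mean 0.093), under quantile normalization (96.82, mean 0.25) and under median-ratio scaling (97.48, mean 0.065), and the cause was not tested.

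Among the alternatives chosen after seeing the data, no condition on the intervals gave 181 basal genes in *Gcn2*-/-, 180 in *Atf4*-/- and 91 in both, 156, 632 and 1200 genes after ASNase in WT, *Gcn2*-/- and *Atf4*-/- livers, and 207 in category E, 385 in F, 732 in G, 25 in I and 58 in J. The combined interval gave 134 genes in WT, 597 in *Gcn2*-/-, 412 in F, 23 in H, 31 in I and 35 in J. Both rules are wider by construction. Including genes listed at 0 in 1 group, as the rule written before the counts were seen did, gave 192, 182 and 101 basal genes. After ASNase it gave 192 genes in WT, 83 in D, 34 in H, 26 in I and 49 in J, and a share of 94.8% of category F genes with the same direction. Without the genes that follow the muscle list the basal counts were 58, 59 and 19. With protein-coding genes only, category H held 6 and category I 3 genes.

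For single genes, 83 changes of a gene in a comparison were computed under pseudocount 1, the plain ratio of group FPKM, both scalings and the combined interval. The pseudocount and the plain ratio change only the size of a difference, and the combined interval can only separate more genes, so only the scalings could have weakened or reversed a change. Neither did, and over all settings 14 values in 11 of these changes became stronger, in that the intervals came apart.

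The missing values per library and the width of the intervals limit what can be said of single genes. With 1 value per group and interval edges at a median distance of 51.3% to 54.2% of the value, smaller changes of single genes could not be told from error. The width of the intervals decides many calls, as the WT count after ASNase shows, with 134 genes under the combined interval in place of 87.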

Differences from the paper's values

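The settings named here as chosen after seeing the values were tested only after the result was seen. For genes changed by ASNase the paper's number in WT is 195, against 87 here, and none of the alternatives set before the data were examined closed the gap. Settings chosen after seeing the values did: 134 with the combined interval and 156 with no condition on the intervals. The rule as first written, before the counts were seen, included genes listed at 0 in 1 group and gave 192. Those genes were left out only after the counts had been seen. In *Gcn2*-/- livers the paper's number is 915, against 370 here, and none of the alternatives set before the data were examined closed the gap, while no condition on the intervals, chosen after seeing the values, gave 632. In *Atf4*-/- livers the paper's number is 1155, against 710 here. The FPKM limit of 1 (780) and no filter on low values (800), both set before the data were examined, brought it within 1.5 times, and a pseudocount of 1, both scalings, the ratio of group FPKM, the fold limit of 1 and the limits in each strain did not. Of the settings chosen after seeing the values, the combined interval gave 911 and no condition on the intervals 1200. The rule as first written, with genes listed at 0 included, gave 837.

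Category D holds 15 genes in the paper's Table S2 and 46 here, category F 666 and 232, and category I 107 and 7, and no setting that was run, before or after the values were seen, closed these gaps. Category H holds the paper's 28 genes and 13 here, and category J the paper's 45 and 21 here. None of the alternatives set before the data were examined closed these. Of the settings chosen after seeing the values, the combined interval gave 23 in H and 35 in J, and no condition on the intervals gave 58 in J. The rule as first written, with genes listed at 0 included, gave 34 in H and 49 in J. The share of category I genes with 1 direction in all strains is the paper's 54.2%, from Table S2, and 28.6% here. Alternatives set before the data were examined came within 1.5 times: the FPKM limit of 1 and no filter on low values (37.5% each) and interval and fold limit in each strain (40%). The others set before the data were examined did not, and the combined interval, chosen after seeing the values, gave 54.8%.

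The paper states that *Cebpb* was significantly elevated in *Gcn2*-/- livers after ASNase and prints a q value under its own limit. The group values of *Cebpb* here are those the paper prints, and its intervals overlap. Overlap is no test of the difference and does not contradict the paper's q value, here or for the genes below. The intervals of *Cebpb* were separate after quantile normalization, set before the data were examined, and its change exceeded the combined interval, which was chosen after seeing the values. The paper describes the change of the cytochrome P450 and nuclear receptor pathways shared among categories E, F and G as mostly a fall. Of the category E genes listed for nuclear receptor activation, 7 of 9 were higher in *Gcn2*-/- livers after ASNase. *Il1a*, *Il1b*, *Cxcl10* and *Ccl5* among them are also on the hepatic inflammation list, so this rise is not independent of that list. The genes listed for nuclear receptor activation in category G did fall, 10 of 11 in *Atf4*-/- livers. Of the 52 category F genes on these pathway lists, 41 were lower in both knockouts, and few of the 52 are cytochrome P450 genes. The paper states that loss of *Gcn2* dampens the amino acid response. Over the whole heat map list the *Gcn2*-/- response minus that of WT had a median of 0.07, with 22 genes above and 17 below that of WT, while in the cluster of 14 genes it was −0.64. The paper lists oxidative phosphorylation as unique to loss of ATF4. The 4 genes were lower in *Gcn2*-/- livers as well, with a median of −4.05, but *Acss2* differed by only −0.58. The falls of *Cox6a2* and *Cox8b* have the order of the skeletal muscle list and cannot be told apart from that signal. Table S3 lists *Il1rn*, *Hspb1*, *Socs2* and *Gadd45a* under category A and *Cebpe*, *Xbp1*, *Ddit3*, *Hspa5* and *Srebf1* under category G, and their intervals overlap here. Beyond *Xbp1*, separate after quantile normalization, *Hspb1* was separate after median-ratio scaling, both set before the data were examined. The combined interval, chosen after seeing the values, was exceeded by *Il1rn*, *Hspb1*, *Socs2*, *Gadd45a*, *Cebpe* and *Xbp1*.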

Other observations

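Of the tests in this part, those on the shared WT PBS group, on noise as wide as the intervals and on genes that follow the muscle list were chosen only after the result was seen. The others were set before, but the measures used for sex and for the spread of the WT libraries were adapted afterwards to 1 value per group. The values have no replicate check.

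The mice of both sexes were not equally spread over the groups. The median log2 difference of the 4 Y-linked genes between *Gcn2*-/- PBS and WT PBS was 0.0598, so a difference in sex is excluded as the cause of the *Gcn2*-/- basal genes. Between *Atf4*-/- PBS and WT PBS it was 0.99, and 1.01 between WT ASNase and WT PBS, as the labels give 1 more male in each. Of the 101 basal genes of *Atf4*-/- livers, 14 changed by over 1 on the log2 scale the same way between the WT groups and 8 the other way. These counts cannot decide whether sex was a cause. The Y-linked genes themselves moved by a median of only 1.01 there, so a gene driven by sex could miss the limit. The WT groups also differ in ASNase. Sex thus stays open for the *Atf4*-/- basal genes. *Xist* was 63.9 FPKM in WT PBS, 89.8 in *Gcn2*-/- PBS and 33.9 in *Atf4*-/- PBS livers.

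Chance values of the shared WT PBS group were tested by simulation as a cause of the basal genes shared by both deletions. The noise was as wide as the intervals. In 100 simulations at most 5 genes were shared by 2 unchanged groups when each gene kept 1 width of interval, and at most 32 when the interval scaled with the value. With 50 shared in the same direction, noise drawn for each gene alone is excluded as the whole cause. A chance feature of the WT PBS group that moves many genes together, such as RNA of another tissue, was not simulated and stays open. Without the 128 genes that follow the skeletal muscle list, 19 shared genes were left, 18 of them in the same direction. With scaled intervals at most 32 such genes were shared by unchanged groups, so these 18 and chance cannot be told apart. Whether the 32 others reflect muscle RNA or the deletions cannot be told apart, since the genes were selected for the profile of the list.

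Noise as wide as the intervals was weighed as a cause of the numbers of called genes. With scaled intervals at most 108 genes were called between 2 unchanged groups under PBS, against 93 and 101 in the knockouts. With 1 width of interval per gene at most 42 were called, fewer than in either knockout. The answer depends on the kind of interval, so these numbers and noise cannot be told apart. Noise as seen between groups gave 0 calls in the self-test. In WT livers after ASNase 80 genes were called, against 69 in 1 simulation of an unchanged response, and these cannot be told apart either, since 1 simulation gives no spread. The 340 and 699 genes of the knockouts lie far above the 69, which excludes such noise as their whole cause. Effects of the deletions and of ASNase stay open for the smaller numbers.

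More genes were called after ASNase in the knockouts than in WT. A wider spread between WT libraries would lower the WT count through its intervals. With no condition on the intervals the *Gcn2*-/- count was still 4.05 times that of WT, and under quantile normalization and median-ratio scaling it was 3.97 times or more, so neither the width of the intervals nor library normalization accounts for the order of the strains. The ratio depends on genes listed at 0: with them included, the counts were 192 in WT, 463 in *Gcn2*-/- and 837 in *Atf4*-/- livers, in the same order. Loss of either gene stays open as the biological explanation, and differences in age between the mice were not tested.

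Of the 84 ribosomal protein genes 82 were higher after ASNase in *Atf4*-/- livers. Library normalization would shift other equally abundant genes alike, but the lowest mean log2 change of the list under quantile normalization and median-ratio scaling was still 1.25, which excludes it as the whole cause. A hypothesis is that loss of *Atf4* raises these transcripts after ASNase, which these data suggest but cannot separate from a change in other short transcripts, since the length of the transcripts was not matched. The median of the list lay above all expression-matched lists in every strain, also in WT, where it was −0.01 with 39 of 84 genes higher, and in *Gcn2*-/- livers, where it was 0.08, so the percentile alone says little for this list.

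The direction seen in the heat map was tested on 25 targets of the integrated stress response that are not among its genes. Their median log2 change after ASNase was 0.42 in WT, 0.30 in *Gcn2*-/- and 0.71 in *Atf4*-/- livers. The *Atf4*-/- response minus that of WT had a median of 0.44 at percentile 92.2 of matched random lists, and the *Gcn2*-/- response minus that of WT −0.13 at percentile 35.1. Both go in the direction of the paper's heat map conclusion, and neither lies beyond the percentile limits, so a shared direction and chance cannot be told apart. Under PBS the list was lower in *Atf4*-/- than in WT livers, with a median of −0.49 at percentile 0 and 21 of 25 genes lower.

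Some genes that the paper measured by RT-qPCR have values in the RNA-Seq too. *Atf3* (chromosome 1 from 191170296 to 191218039) changed after ASNase by 1.15 in WT, 1.66 in *Gcn2*-/- and 3.75 in *Atf4*-/- livers, with separate intervals in *Atf4*-/- livers. *Eif4ebp1* (chromosome 8 from 27260329 to 27276674) changed by 0.28, −0.79 and 1.05, and *Atf6* (chromosome 1 from 170704674 to 170867771) by 0.50, 0.34 and 0.80, all with overlapping intervals. *Gadd45a*, which the paper lists as a pathway gene and not among its RT-qPCR measurements, rose from 3.58 to 60.0 FPKM in *Atf4*-/- livers.

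The 8 adipose genes were all lower under PBS in both knockouts than in WT, with medians of −1.85 in *Gcn2*-/- and −1.64 in *Atf4*-/- livers. The 9 neutrophil genes had medians of 0.48 and 0.63 under PBS. The 6 adrenal cortex genes had a median of 1.38 FPKM in WT ASNase livers and a median of 0.0683 or less in the other groups. The 7 B cell genes were all lower after ASNase in each strain, with medians of −1.31 in WT, −1.53 in *Gcn2*-/- and −2.35 in *Atf4*-/- livers. The 3 of 6 matched hepatocyte genes with an estimate in every group had medians of −0.39, −1.50 and −1.12 after ASNase. No explanation was tested for these lists.

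Genes called here and not listed in Table S2 numbered 34 in the *Gcn2*-/- and 8 in the *Atf4*-/- basal comparison, and 43, 13 and 30 after ASNase in WT, *Gcn2*-/- and *Atf4*-/- livers. Short RNAs, for which a poly-A library and an FPKM are poorly suited, made up 12, 2, 12, 10 and 9 of them. In Table S2, 13 genes listed at 0 in the deposited table are printed with a value of 1, among them *Scgb1a1* in *Atf4*-/- PBS livers.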
